# An approach to identify microRNAs involved in neuropathic pain following a peripheral nerve injury

**DOI:** 10.3389/fnins.2014.00266

**Published:** 2014-08-29

**Authors:** Monica Norcini, Alexandra Sideris, Lourdes A. Martin Hernandez, Jin Zhang, Thomas J. J. Blanck, Esperanza Recio-Pinto

**Keywords:** peripheral nerve injury, dorsal root ganglia, microRNA, allodynia, neuropathic pain

## Abstract

Peripheral nerve injury alters the expression of hundreds of proteins in dorsal root ganglia (DRG). Targeting some of these proteins has led to successful treatments for acute pain, but not for sustained post-operative neuropathic pain. The latter may require targeting multiple proteins. Since a single microRNA (miR) can affect the expression of multiple proteins, here, we describe an approach to identify chronic neuropathic pain-relevant miRs. We used two variants of the spared nerve injury (SNI): Sural-SNI and Tibial-SNI and found distinct pain phenotypes between the two. Both models induced strong mechanical allodynia, but only Sural-SNI rats maintained strong mechanical and cold allodynia, as previously reported. In contrast, we found that Tibial-SNI rats recovered from mechanical allodynia and never developed cold allodynia. Since both models involve nerve injury, we increased the probability of identifying differentially regulated miRs that correlated with the quality and magnitude of neuropathic pain and decreased the probability of detecting miRs that are solely involved in neuronal regeneration. We found seven such miRs in L3-L5 DRG. The expression of these miRs increased in Tibial-SNI. These miRs displayed a lower level of expression in Sural-SNI, with four having levels lower than those in sham animals. Bioinformatic analysis of how these miRs could affect the expression of some ion channels supports the view that, following a peripheral nerve injury, the increase of the seven miRs may contribute to the recovery from neuropathic pain while the decrease of four of them may contribute to the development of chronic neuropathic pain. The approach used resulted in the identification of a small number of potentially neuropathic pain relevant miRs. Additional studies are required to investigate whether manipulating the expression of the identified miRs in primary sensory neurons can prevent or ameliorate chronic neuropathic pain following peripheral nerve injuries.

## Introduction

Surgical procedures are often associated with chronic neuropathic pain (Macrae, 2001). Despite the introduction of improved surgical procedures, about 10–50% of patients develop chronic pain and 2–10% of patients develop severe disabling chronic pain (Nathan and Pappas, 2003; Kehlet et al., 2006; Pokorny et al., 2008; Vadivelu et al., 2008; Gahm et al., 2010). While the intensity of acute post-operative pain is a good predictor of long-term pain, adequate control of acute post-operative pain does not always prevent the development of chronic pain (Perkins and Kehlet, 2000).

The primary sensory neurons are the first neurons in the sensory pathway to be directly affected following peripheral nerve injury. The injury-evoked changes include alterations in neurotransmitter release, expression of channels and receptors, which contribute to neuronal hyperexcitability and ectopic discharges. These peripheral changes initiate a cascade of events in the central nervous system leading to a decrease in inhibitory control and increase in sensitivity that eventually result in chronic neuropathic pain (Wall and Gutnick, 1974a,b; Wall and Devor, 1983; Tal and Eliav, 1996; Ali et al., 1999; Liu et al., 1999, 2000a,b; Woolf and Mannion, 1999; Wu et al., 2001, 2002; Gold et al., 2003). Many studies have focused on discerning which of the injury-evoked changes in primary sensory neurons contribute to the development of chronic pain. Peripheral nerve injury alters the expression of hundreds of proteins in the dorsal root ganglia (DRG) where the somata of primary sensory neurons are located (Hokfelt et al., 1994; Araki et al., 2001; Bonilla et al., 2002; Costigan et al., 2002; Wang et al., 2002; Xiao et al., 2002; Jimenez et al., 2005; Nilsson et al., 2005; Komori et al., 2007; Stam et al., 2007; Persson et al., 2009a). Some of these changes appear to contribute to the development of neuropathic pain (Persson et al., 2009a; Berger et al., 2011; Xu and Yaksh, 2011). This information has led to successful treatments for acute pain, which usually involve the targeting of several molecules, but sadly effective chronic neuropathic pain treatment still remains elusive. Since nerve injury evokes global increases in gene expression (Araki et al., 2001; Bonilla et al., 2002; Costigan et al., 2002; Wang et al., 2002; Xiao et al., 2002; Jimenez et al., 2005; Nilsson et al., 2005; Komori et al., 2007; Stam et al., 2007), treatment of chronic neuropathic pain may require the simultaneous alteration of multiple proteins. One approach that has been investigated is to produce a general block of protein synthesis; while this approach has shown encouraging results in animal models (Melemedjian et al., 2011) it has limitations in clinical settings because ongoing protein synthesis is required for normal cell function as well as functional recovery following an injury. Another approach is to manipulate the expression of microRNAs (miRs). miRs are small (~22 nucleotides) non-coding RNAs that regulate gene expression by interacting with sites in the 3′ untranslated regions of mRNA molecules to inhibit translation of proteins (Lewis et al., 2005; Chen and Rajewsky, 2007). Since its interaction with mRNA does not require a full complementary sequence, a single miR can target hundreds of distinct mRNA (Lewis et al., 2005). A change in just one miR could theoretically coordinate multiple protein changes that lead to the development of peripheral nerve-injury induced chronic pain. Because of this, there is a recent growing interest in understanding the roles of miRs in pain (Niederberger et al., 2011). The capacity of miRs to affect the translation of multiple pain-relevant proteins make them potential targets for therapeutic intervention to prevent or treat chronic neuropathic pain following peripheral nerve injuries induced by surgery or trauma. Alterations in a large number of miRs expressed both in the DRG and in the nerve stump have been reported in various sciatic nerve injury models (Strickland et al., 2011; von Schack et al., 2011; Yu et al., 2011b; Zhang et al., 2011; Zhou et al., 2011) and in cancer and inflammatory models (Sakai and Suzuki, 2014) of chronic pain. The down-regulation of some of these miRs has been linked to the up-regulation of proteins in the pro-nociceptive machinery (von Schack et al., 2011). Differential expression of mRNAs (Persson et al., 2009a) and miRs (Bali et al., 2014) in DRG have also been postulated to contribute to pain predisposition following spinal nerve injury.

In this study we first describe the simultaneous use of Sural-SNI and Tibial-SNI in adult rats to facilitate the identification of molecular changes that are pain relevant. Using this approach we identified seven miRs that were differentially regulated in DRG. Finally, based on the predicted targets of these miRs, we discuss how their differential expression could be contributing to either the transition from acute to chronic pain in the Sural-SNI model or to the recovery from acute pain in the Tibial-SNI model.

## Materials and methods

### Animal model

Adult male Sprague–Dawley rats (250–300 g) were used following the guidelines approved by the New York University Langone Medical Center Institutional Animal Care and Use Committee. Under isoflurane anesthesia, the spared-nerve injury (SNI) was performed as previously described (Decosterd and Woolf, 2000). We used two different variations of the SNI: the Sural-SNI that consisted in the ligation and cutting of the common peroneal and the tibial nerve branches and the Tibial-SNI that consisted in the ligation and cutting of the common peroneal and the sural nerve branches. The ligated branches were transected distal to the ligature, and 2–3 mm of each distal nerve branch stump was removed. In sham controls, the sciatic nerve and its branches were exposed but none of the branches were ligated or transected.

### Behavioral test

Mechanical allodynia was evaluated in individual rats placed in plexiglass boxes upon an elevated metal grid allowing access to the plantar surface of the hind-paws. Mechanical thresholds were measured in the plantar surface of the hind-paws ipsilateral and contralateral to the injury with an electronic von Frey apparatus equipped with a size 15 filament fitted on the 800 gram arm (IITC Life Sciences, Inc.). Cold allodynia was assessed on the plantar surface of the hind-paws by placing 20 μl of absolute acetone with an eppendorf multistepper pipette and measuring the duration of paw withdrawal in the 30 s immediately following the acetone application. As a control, we also applied 20 μl of water at 37°C before and after the acetone test. Water did not induce a withdrawal response. For each day, mechanical and cold allodynia measurements were repeated three times with an interval of about 5 min between stimuli, and for each animal the mean value was used. Rats were “marked” on the top of their tails and were randomly placed into the individual plexiglass boxes. The investigator doing the measurements could not see the “mark” on the rat's tail. Mechanical thresholds were measured in both the Tibial and Sural areas in all the animals. The person applying the filament was different from the person doing the read out on the electronic von Frey apparatus.

### Lumbar DRG collection

Under isoflurane anesthesia a transcardial perfusion was performed using cold oxygenated artificial cerebro spinal fluid (ACSF) (in nM: Dextran 0.4, Sucrose 125, Glycerol 125, NaHCO_3_ 26, Glucose 15, Hepes 2.1, KCl 3, MgSO_4_ 1.3, KH_2_PO_4_ 1.2; pH 7.4). This was done to cool down the tissues prior to isolation to decrease RNA degradation/processing and to decrease the contribution of blood-derived (plasma and cells) miRs. The rats were then decapitated and their DRG (L3-L5) collected, the DRG's roots removed. Immediately after isolation the DRG were placed in RNAlater stabilization Reagent (Qiagen, cat#1017980) at 4°C for 24 h and subsequently stored at −20°C.

### Total RNA extraction from single DRG

Since the amount of our starting material is very small (1–2 mg) we used a strategy described in the miRNeasy mini Handbook “for purification of total RNA, including miRNA” p. 24 (https://www.dkfz.de/gpcf/fileadmin/downloads/miRNA/Qiagen_miRNeasy_Mini_Handbook.pdf). To inactivate RNAses, the DRG were disrupted using 700 μl of Phenol/guanidine-based QlAzol Lysis reagent (Qiagen, cat#79306) and an automatic cordless motor pestle mixer (cat#K749540-000, Kimble Chanse Kontes). The lysate was then passed through a QlAshredder column (Qiagen, cat#79654). The extraction of total RNA was done by using a phase separation with chloroform. Chloroform (140 μl) was added to the homogenate and the organic and aqueous phases were separated through centrifugation (12,000 g, for 15 min at 4°C). The aqueous upper phase containing RNA was collected and 1.5 × Volume of 100% absolute ethanol was added. It was then passed through an RNeasy Min Elute Spin Colum (that comes within the RNeasy Plus Micro Kit, Qiagen, cat#74034; no other components of the kit were used); and washed one time with 700 μl of RTW buffer and twice with 500 μl of RPE buffer (Total RNA was then eluted from the column with 14–20 μl of RNase free water. The concentration of total RNA was obtained by using a Thermoscientific NanoDrop 2000 Spectrophotometer. The integrity of the samples was evaluated using the Agilent 2100 Bioanalyzer. The Nanodrop and Bioanalyzer measurements were carried out by the NYU Langone Genome Technology Center (NIH/NCI P30CA016087). The RNA integrity number (RIN) of our samples ranged between 7.3 and 9.

### Microarray analysis

We used TaqMan Rodent Array Micro RNA Card-Av 2 (cat#4398967, Applied Biosystems, Life Technologies) in a 7900HT instrument from Applied Biosystems following the company indications (http://tools.lifetechnologies.com/content/sfs/manuals/4399721c.pdf) and performed by the NYU Langone Genome Technology Center. Briefly the probes used were labeled with FAM™ dye linked to their 5′ end. The probes also contained an nonfluorescent quencher (NFQ) at their 3′ end. “When the oligonucleotide probe is intact, the proximity of the quencher dye to the reported dye causes the reported dye signal to be quenched.” Forty cycles of amplification were done, no cut-off value was used. For analysis only miRs that were detected in the 12 samples (12 arrays) were used (Supplement 1). This card contains 384 TaqMan® MicroRNA Assays that enables quantitation of 335 and 226 miRs for mouse and rat, respectively. Many of the mature miRs are identical between mouse and rats. MammU6-4395470, snoRNA135-4380912 and U87-4386735 were used as the reference miRs to obtain ΔC_T_ values for each of the miRs in each of the samples by using ExpressionSuite Software v1.0.3 (Applied Biosystems) and exported to an excel file. In the excel file, the “Sham ΔC_T_” values (the control sample) was used to obtain the “fold change” (2^−ΔΔCT^) of each miR in the experimental groups (Sural-SNI and Tibial-SNI). This was done by subtracting the values between the corresponding DRG (e.g., “L3-DRG-Sural-SNI ΔC_T_” minus “L3-DRG-Sham ΔC_T_,” “L4-DRG-Sural-SNI ΔC_T_” minus “L4-DRG-Sham ΔC_T_” etc.) (Schmittgen and Livak, 2008). There was no outlier exclusion used. To more easily visualize the decreases vs. the increases in expression, the data were presented as “log_2_ (fold change).” The data from Tibial-SNI and Sural-SNI were compared using one-tailed unpaired *t*-test (Prism, GraphPad Software, Inc.), differences with *P* values less than *P* = 0.09 were considered significant and the actual *P* values are given in figure legends. The microarray data were deposited to GEO (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE60033).

### Reverse transcription (RT) and quantitative PCR (qPCR) of selected miRs

Stem-loop RT primers and primers to do the corresponding qPCR for the following miRs: miR-1-3p, (ID#002064), miR-130a-3p (ID#000454), miR-133b-3p (ID#002247), miR-143-3p (ID#000466), miR-145-5p (ID#002278), miR-193b-3p (ID#002467), miR-191a-5p (ID#002299), miR-325-3p (ID#002510), miR-335 (ID#000546), U6 snRNA (ID#001973), U87 (ID#001712) and snoRNA135 ID#001230) were purchased from Applied Biosystems (TaqMan microRNA Assays cat#PN4427975). According to the company these primers are the same ones as those used in the TagMan Rodent Array MicroRNA Card Av 2 that we used for the initial microarray analysis. A multiplex RT primer pool was done by mixing 10 μl from each of the 12 individual 5X RT stem-loop primers with 880 μl of 1XTE buffer. The RT step was done using the TaqMan MicroRNA Reverse Transcription Kit (Applied Biosystems, cat# 4366596) in an Eppendorf Mastercycler ep Gradient S with a ramp speed of 2.3°C/s. For each tube the total reaction volume was 15 μl, which included 6 μl of RT stem-loop primer pool, 3 μl of total RNA (350–500 ng for reaction). A water control (3 μl of water) was also run to check the background related with the multiplex of RT stem loop primers. All reactions were run in duplicate The thermal-cycling conditions used were those suggested by the company (30 min at 16°C, 30 min at 42°C, 5 min at 85°C and hold at 4°C at the end).

TargetScan (http://www.targetscan.org/vert_50/) and Miranda (http://www.microrna.org/microrna/getMirnaForm.do) software were used to identify potential mRNA targets for the identified miRs. The list of potential mRNA targets was filtered by selecting those that encode for various ion channels, and are known to be important for normal neuronal excitability.

### Labeling of injured neurons

2–3 crystals (diameter 0.1–0.5 mm) of the tracer DiI (1,1′-dioctadecyl3,3,3′,3′-tetramethylindocarbocyanin-perchlorate) were placed on the stump of the transected branches (30 min) to allow for tracer uptake. Gelfoam was used to support the stumps (of the injured branches), to hold the crystals in place, and to cover the spared (uninjured) nerve branch. Following 30 min, Gelfoam and whatever was left of the crystals were removed. DRG were collected at day 86 post-surgery and sections were obtained as previously described (Castillo et al., 2013). Neuronal somata were visualized by staining the slices with Nissl #N21480 (1:100; Invitrogen Molecular Probes) (20 min, RT) according to the manufacturer's protocol. Dil and Nissl labeling was visualized by using Images captured with a ZeissAxiovert 200 (Germany) inverted microscope equipped with fluorescence and Nomarski optics, objective 10×.

### Inter-digital distance

Animals were held such that the hind limbs were left undisturbed and allowed to move freely. The distance between digit 1 and 5 was measured. For each group of animals, the values were normalized to the value observed in the Sham-CL paw.

### Statistical analysis

To compare more than two groups we used One-Way ANOVA, followed by a Bonferroni's Multiple comparison Post-test. To compare only two groups, we used Unpaired *t*-test, one-tailed. These tests were done using the Prism 5.0.4 for Windows (GraphPad Software, Inc.).

## Results

### Different patterns of mechanical- and cold-allodynia in sural- and tibial SNI

We selected two modalities of the spared nerve injury (SNI) of the sciatic nerve, the Sural-SNI and the Tibial-SNI. In the two SNI variants, the onset of mechanical allodynia and its highest allodynia value (lowest threshold value) was detected on Day 1 post-surgery and it was of a similar magnitude in both SNI variants (Figure 1A). However, behavioral discrepancies emerged over time. The Sural-SNI animals maintained strong mechanical allodynia throughout the entire observation period of 85 days (Figure 1A, dark blue line), consistent with previous reports (Decosterd and Woolf, 2000; Suter et al., 2003); however, the Tibial-SNI animals started to recover from mechanical allodynia at about 2 weeks post-surgery, and displayed almost full recovery by day 40 post-surgery (Figure 1A, dark green line) (Recio-Pinto et al., 2012). The naïve and sham operated animals, showed no significant decrease in the threshold for mechanical allodynia (Figure 1A, black and purple lines, respectively). Measurements in the contralateral paws were comparable for all the groups (Figure 1A, corresponding light color lines).

**Figure 1:**
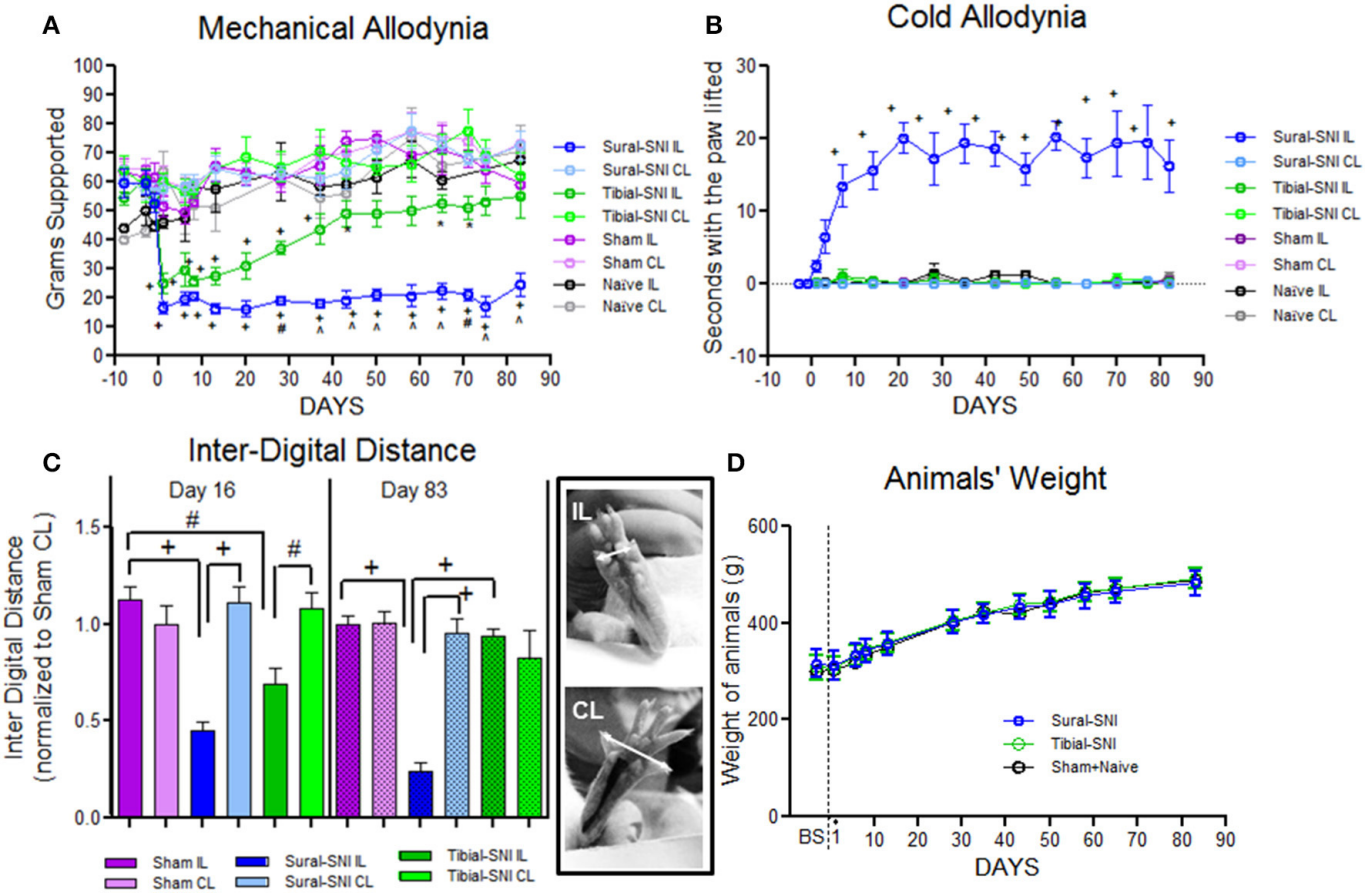
**Tibial-SNI and Sural-SNI display differences in their pain phenotype. (A)** Mechanical allodynia measurements in the ipsilateral (IL) and contralateral (CL) paws of Sural-SNI, Tibial-SNI, Sham and Naïve rats. Only the Sural-SNI and Tibial-SNI groups showed responses that were significant different between their IL and CL paws: ^+^*P* < 0.001, ^*^P < 0.05. In addition, a significant difference was found in the IL responses between Sural-SNI and Tibial-SNI starting at Day 28 post-surgery: ^∧^*P* < 0.001, ^#^*P* < 0.01. For Sural-SNI and Tibial-SNI, the number of rats was *n* = 10 for Days -8, -2, and -1 pre-surgery, and for Days 1, 6, 8, 13, and 28 post-surgery; *n* = 7 for Days 20, 37, 43, 50, and 58 post-surgery; *n* = 6 for Day 65 post-surgery, *n* = 4 for days 71, 75 post-surgery, and *n* = 5 for day 83 post-surgery. For Sham, *n* = 8 from Day -8 pre-surgery to Day 28 post-surgery, and *n* = 5 for the rest of the post-surgery days. For Naïve, *n* = 3 for all time points. **(B)** Cold allodynia measurements in the IL and CL paws of Sural-SNI, Tibial-SNI, Sham and Naïve rats. The only group that showed significance difference between the IL and CL responses was the Sural-SNI ^+^*P* < 0.001. The number of rats was, *n* = 4 for Sural-SNI and Sham, and *n* = 3 for Tibial-SNI and Naïve. **(C)** Inter-digital distance measurements in the IL and CL paws. Values were normalized to the mean value observed in the Sham-CL paw. Significant difference between the indicated groups: ^+^*P* < 0.001, ^#^*P* < 0.01. The number of rats for Day 16 post-surgery were: *n* = 9 for Sham and Sural-SNI, and *n* = 8 for Tibial-SNI; for Day 83 post-surgery: *n* = 6 for all groups. For **(A–C)**: One-Way ANOVA *P* < 0.0001; Bonferroni's Multiple comparison Post-test. **(D)** Animal's weight gain was comparable between Sham+Naive, Sural-SNI, and Tibial-SNI animals. The number of rats was *n* = 6 for all groups.

We found that the Sural-SNI animals developed cold allodynia (evidenced by an increase in duration of paw withdrawal) as previously reported (Decosterd and Woolf, 2000), while the Tibial-SNI animals never developed cold allodynia. In Sural-SNI animals the onset of mechanical allodynia was faster than the onset of cold allodynia, and mechanical allodynia reached its peak at an earlier time than cold allodynia (Day 1 vs. Day 20 post-surgery) (Figures 1A,B).

The inter-digital distance in the ipsilateral paw significantly decreased following both SNI modalities, and the magnitude of change was not statistically different between Sural-SNI and Tibial-SNI at Day 16 post-surgery (Figure 1C). By Day 83 post-surgery, the decrease in inter-digital distance was maintained in the Sural-SNI, but it was resolved in Tibial-SNI (Figure 1C). Animals in all the groups showed comparable increases in weight over time (Figure 1D) indicating that the surgery did not limit the animals' access to and interest in food. In both SNI modalities primary sensory neurons of various sizes are damaged in L4- and L5-DRG, but not in L3-DRG; however a larger proportion is damaged in Sural-SNI than in Tibial SNI (Figure 2).

**Figure 2:**
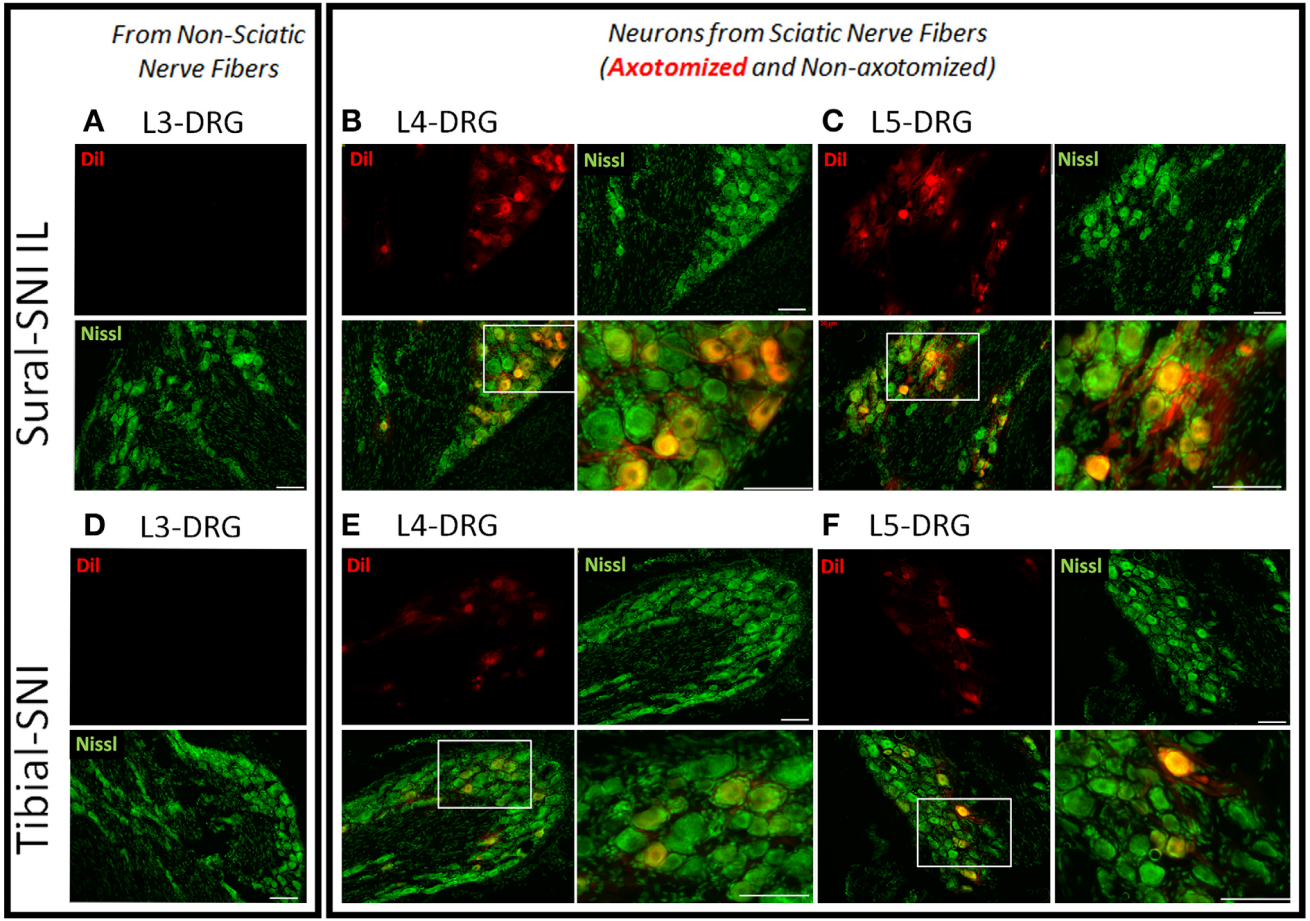
**Labeling of injured neurons**. Images of DRG sections from ipsilateral L3-, L4-, and L5-DRG derived from Sural-SNI **(A–C)** and Tibial-SNI **(D–F)**. Sensory neurons are labeled with Nissl (green) and injured sensory neurons are labeled with Dil (red). Sensory neurons of various sizes are damaged in L4- and L5-DRG, but not in L3-DRG. A larger proportion of injured primary sensory neurons are observed in Sural-SNI than in Tibial SNI. White boxes in the bottom left panels of **(B,C,E,F)** correspond to the expanded area shown in their corresponding bottom right panels. Scale bars = 100 μm.

### Changes in microRNA expression in DRG following SNI

Since the Sural-SNI and Tibial-SNI models involve damage to the sciatic nerve, but only the former develops chronic pain, we used this behavioral difference to identify miRs for which their dysregulation within the DRG correlated with the development of chronic pain following a peripheral nerve injury. The sensory innervation of the rat hind paw involves fibers from the sciatic and saphenous nerves. The allodynia that develops from cutting some of the sciatic nerve branches is evoked by stimulation of the nerve terminals from the spared sciatic nerve branches as well as from the saphenous nerve that becomes hyperexcitable as a result of interactions with the injured fibers (Kingery and Vallin, 1989; Kingery et al., 1993; Ro and Jacobs, 1993; Attal et al., 1994; Tal and Bennett, 1994; Guilbaud et al., 1995; Sotgiu and Biella, 1997; Smith et al., 2013). In rat, the sensory neurons of the saphenous nerve are located in the L3-DRG and for the sciatic nerve mostly in the L4- and L5-DRG. Hence, we isolated total RNA from individual L3-DRG, L4-DRG and L5-DRG (ipsilateral and contralateral) to be used for miR analysis.

To identify the miRs that were differentially dysregulated between Tibial-SNI and Sural-SNI, we first performed 12 microarrays in a limited number of samples (in four individual DRG per group: Sham, Tibial-SNI and Sural-SNI; two L3-DRG and two L4-DRG). 

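The 12 microarrays were TaqMan rodent cards on which each well holds the primers and the probe of a single miR. The value of a well is its Ct, the PCR cycle at which the fluorescence passes a threshold, so that a lower Ct stands for more of the miR on a log2 scale. At Day 23 there were 4 arrays each of Sham, Sural-SNI (common peroneal and tibial branches cut, sural branch spared) and Tibial-SNI (common peroneal and sural branches cut, tibial branch spared), and in each group 2 arrays were of L3-DRG and 2 of L4-DRG, numbered replicate 1 and replicate 2. Fig. 3A gives the 4 DRG of a group as coming from 2 rats, so the L3-DRG and the L4-DRG of a group and number may share a rat. The authors deposited the Ct values of the 12 arrays, which are not normalized, and a table of the fold change of each SNI array against Sham. The mean Ct of the miRs ranged from 27.2 to 30.5 between arrays, and was 29.9 over the arrays of replicate 1 and 27.8 over those of replicate 2. Of the reference assays, MammU6 (the mean of its 4 wells) ranged from 16.7 to 18.7, snoRNA135 from 28.1 to 34.0 and U87 from 25.4 to 28.3. The ΔCt of each miR was recomputed as its Ct minus the mean Ct of these 3 reference assays, as in the methods of the study, and the log2(fold change) of each SNI array is minus its ΔΔCt against Sham. When the Sham array of the same DRG level and replicate number was taken, 1219 of the 1232 deposited fold changes (98.9%) came within 0.01 on the log2 scale, against 1.62% when the mean of the 2 Sham arrays of the level was taken, so the former was used. The other 13 values belong to miR-93, miR-223 and miR-667, which were singled out after these values were seen. A Sural-SNI and a Tibial-SNI value of the same level and number therefore share a Sham array. The number of arrays, 4 in each group, limits the precision of every mean, and these come from only 2 rats. The tests take the 4 arrays of a group as independent, apart from an alternative in which those of a number are correlated. Their p-values and SDs thus measure the spread between DRG and not that between rats.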

Then, miRs identified as having differential expression were corroborated with real time qRT-PCR in RNA isolated from individual DRG (L3, L4, and L5) derived from 4 rats per group (groups: Sham, Sural-SNI and TIbial-SNI).

DRG were isolated at Day 23 following the injury since this time point was associated with 50% recovery in mechanical allodynia in Tibial-SNI (Figure 1A). We postulated that at Day 23 changes were occurring which allow for recovery in Tibial-SNI. Some of these changes may be transitory, such that they may be turned off upon reaching maximal recovery (in Tibial-SNI). Hence, by selecting Day 23, we are increasing the probability of detecting not only the changes that may contribute to the development of chronic neuropathic pain in Sural-SNI, but also changes that may contribute to the recovery from post-nerve injury pain in Tibial-SNI. Moreover, by using DRG we are concentrating on measuring the changes that occur in the sensory neurons. The microarray used had probes for 380 endogenous miRs; of these, about 190 were detected in DRG. 

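In the table of Ct values analysed here, 154 miR assays had a Ct under 40, the number of cycles run, in all 12 arrays, and none of their 1848 values was missing. Of these, 147 carry mouse names and 7 carry rat names. The highest Ct was 39.3, in replicate 1 of L3-DRG from Tibial-SNI. With a limit of 35 in place of 40, 134 miRs had every value within the limit, and 33 values lay at or above it. With a limit of 32, 87 miRs remained and 284 values lay at or above the limit. MiRs seen on only some of the arrays were not analysed here.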

Comparison between the two injury models reveals that only nine miRs were differentially dysregulated between Sural and TIbial-SNI (Figure 3A). 

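The log2(fold change) of all 154 miRs was compared between the 4 Sural-SNI and the 4 Tibial-SNI arrays with limma, unpaired as in the study. In this fit 4 miRs had an unadjusted p under 0.05. Evenly spread p-values would give 7.7, a number that does not allow for the shared Sham arrays. After Benjamini-Hochberg adjustment, 1 miR had an adjusted p under 0.05. That miR was miR-325, whose log2(fold change) was 0.77 ± 0.03 (SD, n = 4) in Sural-SNI and −0.72 ± 0.25 (SD, n = 4) in Tibial-SNI. The difference of −1.49 (standard error 0.24) had an adjusted p of 0.0340 and was present in 4 of 4 pairs of arrays of the same level and number. Its Ct reached 36.0, so it was not among the miRs tested with the Ct limits of 35 and 32. With the replicate block, in which the arrays of a level and number are compared with each other, the smallest adjusted p was 0.0707, and 6 miRs had an unadjusted p under 0.05. Over all 16 alternatives the smallest adjusted p ran from 0.00356 to 1. When each of the 12 arrays was left out in turn, no miR had an adjusted p under 0.05 (smallest from 0.0786 to 0.529).

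At the threshold of the study, a one-tailed p under 0.09 without adjustment, 16 of the 154 miRs (10.4%) differed in the limma fit, 12 higher and 4 lower in Tibial-SNI. Evenly spread p-values would give 27.7 miRs, or 18%. With the replicate block 34 miRs passed this threshold, 25 higher and 9 lower, and all 16 were among them. The split into higher and lower miRs moved with the reference: it was 3 and 6 with MammU6 alone, 19 and 3 with U87 alone, and 7 and 7 with the mean of all miRs, and it was 3 and 2 with the mean of the 2 Sham arrays of a level. Without L4-DRG Sural-SNI replicate 1 the count was 7, without L4-DRG Sham replicate 1 it was 8 and without L3-DRG Tibial-SNI replicate 2 it was 27.

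Of the 9 miRs of Fig. 3A, 7 passed this threshold in the direction shown there. The other 2 were miR-193b, with a one-tailed p of 0.121 in limma, and miR-335-5p, with 0.0957. With the replicate block 7 passed as well, but miR-335-5p was among them (0.0794) and miR-1 was not (0.0907). Adjusted over the list alone, 1 of the 9 had an adjusted p under 0.05 (miR-325, 0.00199), the same number as over all miRs tested, and since the 9 were chosen on these arrays the former is not independent evidence. The difference kept its direction within both replicate numbers for 7 of the 9, in the mean of each DRG level for 9 of the 9, and in all 4 pairs of arrays of the same level and number for 3 of the 9. The values of the 4 Tibial-SNI and the 4 Sural-SNI arrays did not overlap for 2 of the 154 miRs (1.30%), of which miR-325 is 1 of the 9. Exchangeable arrays without shared Sham arrays would give 2.86%. From this comparison of the 2 injury models the paper concludes that only 9 miRs were differentially dysregulated, and reasons that it refines the miRs potentially relevant to the difference in pain phenotype.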

The simultaneous analysis of Sural-SNI vs. Tibial-SNI refines the miRs that are potentially relevant to the differences in the pain phenotype of both SNI variants. Of the nine differentially regulated miRs, in Tibial-SNI seven showed an increase and one a decrease, while in Sural-SNI five showed a decrease and two an increase. 

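Each SNI group was set against the 4 Sham arrays in a limma fit over the 12 arrays with the DRG level as a covariate. No miR had an adjusted p under 0.05, in Sural-SNI (0 at an unadjusted p under 0.05) or in Tibial-SNI (1 at an unadjusted p under 0.05). With the replicate block there were again none after adjustment, and 10 and 15 miRs had an unadjusted p under 0.05. With the one-sample test of the 4 values against 0, in which each array is set against its own Sham array and the variance of a miR is taken from its 4 values alone, 1 miR in each group passed after adjustment. These were miR-325 in Sural-SNI (adjusted p 0.00215) and, singled out after its values were seen, miR-195 in Tibial-SNI (adjusted p 0.0169), each above 0 in 4 of 4 arrays. Their standard errors in this test were 0.014 and 0.017, and 0.18 and 0.17 in the moderated fit with the replicate block. Over the 10 alternatives the smallest adjusted p ran from 0.00215 to 1.00 in Sural-SNI and from 0.0169 to 1.00 in Tibial-SNI.

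Of the 9 miRs, the mean log2(fold change) in Tibial-SNI was above 0 in 8 and below 0 in 1, miR-325. In all 4 Tibial-SNI arrays it was above 0 for 3 miRs (miR-193b, miR-143 and miR-191) and below 0 for 1 (miR-325). For miR-130a it was 0.05 ± 0.75 (SD, n = 4). In Sural-SNI the mean was below 0 in 5 miRs and above 0 in 4. All 4 Sural-SNI arrays were below 0 for miR-133b and miR-1, and all 4 were above 0 for miR-325 and miR-130a (1.09 ± 0.74, SD, n = 4). The means of miR-191 and miR-193b in Sural-SNI were close to 0 and changed sign with snoRNA135 alone as the reference (−0.04 and −0.03) and with the mean of all miRs (−0.12 and −0.11). That of miR-130a in Tibial-SNI changed sign with MammU6 alone (−0.03) and with the mean of all miRs (−0.18). The sign in Sural-SNI also changed for miR-145 without L4-DRG Sural-SNI replicate 1 (0.28), for miR-143 without L3-DRG Sural-SNI replicate 1 (0.07) and for miR-335-5p without L4-DRG Sham replicate 2 (0.02), and that of miR-1 in Tibial-SNI changed without L4-DRG Tibial-SNI replicate 1 (−0.31). The fits against Sham that leave out 1 array hold no replicate block. Their replicate numbers are then uneven, and the shift between the numbers enters the mean. A changed sign therefore need not come from the array left out. Against their own Sham arrays the Sural-SNI values of miR-145 were −0.39 and −0.50 in L3-DRG. In L4-DRG they were −0.23 in replicate 1 and 0.36 in replicate 2. Over the 12 fits that each left out 1 array, the sign in Sural-SNI changed in 4 each for miR-145, miR-191 and miR-193b. It changed in 2 for miR-143 and in 1 for miR-335-5p. In Tibial-SNI it changed in 4 for miR-130a (lowest −0.73), in 2 for miR-335-5p (lowest −0.036) and in 1 for miR-1.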

When using qPCR we confirmed that seven out of the nine miRs identified with the microarrays displayed significant differential regulation between Tibial- and Sural-SNI whether when using data from L3 and L4 (Figure 3B) or when using data from L3, L4 and L5 (Figure 3C). In both the microarrays (Figure 3A) and qPCR (Figures 3B,C) seven miRs (miR-133b, miR-145, miR-193b, miR-143, miR-335-5p, miR-191, miR-1) had a significantly higher level of expression in Tibial-SNI than in Sural-SNI. 

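On the arrays the 7 miRs had a higher mean log2(fold change) in Tibial-SNI than in Sural-SNI. For miR-133b it was −0.75 ± 0.54 (SD, n = 4) in Sural-SNI and 0.85 ± 1.10 (SD, n = 4) in Tibial-SNI, with Tibial-SNI higher in all 4 pairs of the same DRG level and number. For miR-145 the means were −0.19 ± 0.38 and 0.68 ± 0.51, and for miR-143 they were −0.17 ± 0.55 and 0.90 ± 0.41. Each of these miRs had an exact permutation p of 0.0286 (one-sided, where 4 arrays against 4 allow no less than 0.0143). This test takes the arrays as exchangeable and does not keep the pairs that share a Sham array. Its p is therefore not exact for this design. For miR-193b the means were 0.04 ± 0.20 and 0.35 ± 0.19 (exact permutation p = 0.0429, one-sided), for miR-191 they were 0.03 ± 0.39 and 0.57 ± 0.36 (exact permutation p = 0.0571), and for miR-335-5p they were −0.24 ± 0.48 and 0.25 ± 0.43 (exact permutation p = 0.114). MiR-1 was measured with a rat and a mouse assay, and the mean of both was −0.49 ± 0.23 in Sural-SNI and 0.51 ± 1.49 in Tibial-SNI (exact permutation p = 0.143). The rat assay alone differed by 1.43 and the mouse assay alone by 0.57. In limma none of the 7 had an adjusted p under 0.05, either over all 154 miRs, where the lowest was 0.983, or over the list alone, where they ran from 0.0574 to 0.242.

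Within replicate 1 the difference between Tibial-SNI and Sural-SNI was 2.57 for miR-133b, 1.35 for miR-145, 0.58 for miR-193b, 1.57 for miR-143, −0.07 for miR-335-5p, 0.95 for miR-191 and 2.15 for miR-1. Within replicate 2 it was smaller for all of these but miR-335-5p, at 0.64 for miR-133b, 0.39 for miR-145, 0.05 for miR-193b, 0.58 for miR-143, 1.06 for miR-335-5p, 0.12 for miR-191 and −0.15 for miR-1. A single array carried most of the difference in miR-1. In L4-DRG Tibial-SNI replicate 1 the rat assay stood at 3.91, and the difference in miR-1 was 0.29 without that array and 0.19 without the Sham array it was taken against, with a one-tailed p of 0.220 and 0.328. With an array left out, the difference ran from 0.93 to 1.98 for miR-133b and from 0.69 to 1.29 for miR-145. For miR-143 it ran from 0.79 to 1.52. The mean in Tibial-SNI fell to 0.31 for miR-133b without L4-DRG Tibial-SNI replicate 1 and to 0.23 for miR-145 without L4-DRG Sham replicate 1. These means come from the fits against Sham without the replicate block, so the shift between replicate numbers enters them. When each of the 12 arrays was left out in turn, the one-tailed p stayed under 0.09 in all 12 fits for miR-133b, miR-145 and miR-143, and rose to 0.09 or more in 8 for miR-191 and in 8 for miR-1. Among the other alternatives, that of miR-145 was 0.09 or more with MammU6 alone (0.106), the mean of the 2 Sham arrays of a level (0.145) and all 12 arrays in one fit (0.165). That of miR-191 was so with these 3 (0.182, 0.194 and 0.207), with snoRNA135 alone (0.124) and with the mean of all miRs (0.115). That of miR-1 was so with MammU6 alone (0.152), the mean of all miRs (0.107) and the mean of the 2 Sham arrays (0.106). It was also so with the DRG level as a covariate (0.0978), the replicate block, the exact permutation test and the mouse assay alone (0.154). The study's unpaired test gave 0.116 for miR-1 on the mean of both assays. With both assays pooled as 8 values, as Supplement 1 does, it gave 0.0499, under 0.09.

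**Figure D1:**
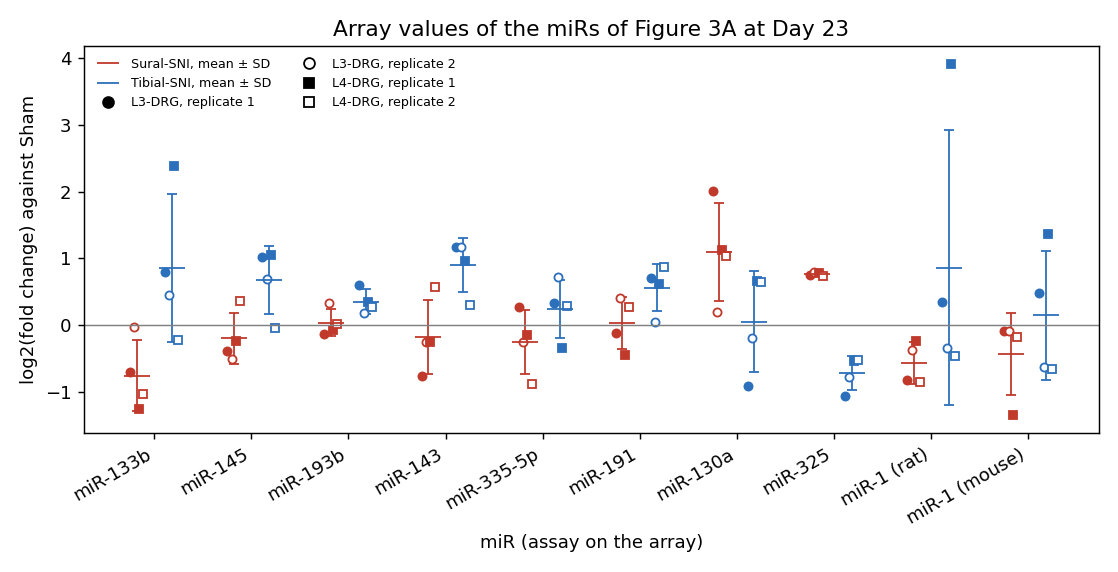
Log2(fold change) against Sham of each Sural-SNI (red) and Tibial-SNI (blue) array for the miRs of Fig. 3A at Day 23, with circles for L3-DRG, squares for L4-DRG, filled symbols for replicate 1, open symbols for replicate 2, and the mean ± SD of the 4 arrays of a group as bars. The red and blue points are apart for miR-325 and overlap for the others, and the L4-DRG Tibial-SNI replicate 1 array lies highest for the rat assay of miR-1, at 3.91.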

The results for the other two miRs (miR-130a and miR-325) observed in the microarray were not confirmed with qPCR. This was the case even when using the same RNA samples. We used two different batches of primers for qPCR and the results were the same. We do not understand this discrepancy, however, since they did not show a significant difference between Tibial-SNI and Sural-SNI when using qPCR we did not consider them in our subsequent analysis. At Day 7, the expression of eight of the nine miRs showed no statistical difference between Sural-SNI and Tibial-SNI (Figure 3D), at a time when both SNI modalities display the same level of mechanical allodynia. At Day 7, the only miR that displayed a difference (between Sural-SNI and Tibial-SNI) was miR-143, which showed a downregulation in Tibial-SNI. 

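On the arrays of Day 23 the log2(fold change) of miR-143 in Tibial-SNI was 1.17 in L3-DRG replicate 1, 1.18 in L3-DRG replicate 2, 0.96 in L4-DRG replicate 1 and 0.31 in L4-DRG replicate 2. Set against the Sham arrays in limma, the mean of these values had an unadjusted p of 0.0635. Its adjusted p was 0.997, and 0.410 with the replicate block. The paper's one-sample test against 0 in Supplement 1 gives it an unadjusted P of 0.0213. The mean stayed between 0.73 and 1.06 when each of the 12 arrays was left out in turn, in fits without the replicate block.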

At Day 23 miR-143 shows an upregulation in Tibial-SNI. 

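Supplement 2 lists the mouse, human and rat sequence of each of the 7 miRs. Compared base by base from the 5′ end, the mouse and the human sequence were the same in all 7. The sequences of all 3 species were the same in 4 of the 7, namely miR-133b, miR-145, miR-335-5p and miR-191. For miR-1 the mouse sequence is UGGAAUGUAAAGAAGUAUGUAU and the rat sequence UGGAAUGUAAAGAAGUGUGUAU, both of 22 nucleotides, which differ by A17G (the mouse base first, positions counted from 1 at the 5′ end). For miR-193b the mouse and human sequence, AACUGGCCCACAAAGUCCCGCU, has 22 nucleotides, and the rat sequence has 19 and ends before the last 3 of them. For miR-143 the mouse and human sequence, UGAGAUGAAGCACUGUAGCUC, has 21 nucleotides, and the rat sequence has 22, with 1 further base at the 3′ end. Over the 12 arrays the mean Ct of miR-1 was 27.6 with the rat assay and 30.8 with the mouse assay.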

The sequence of five of the seven identified miRs is identical between mice, rats and humans. The two exceptions, miR-1 and miR-193b are identical between mice and humans. In rats miR-1 differs in one nucleotide, and miR-193b is 3 nucleotides shorter (Supplement 2).

**Figure 3:**
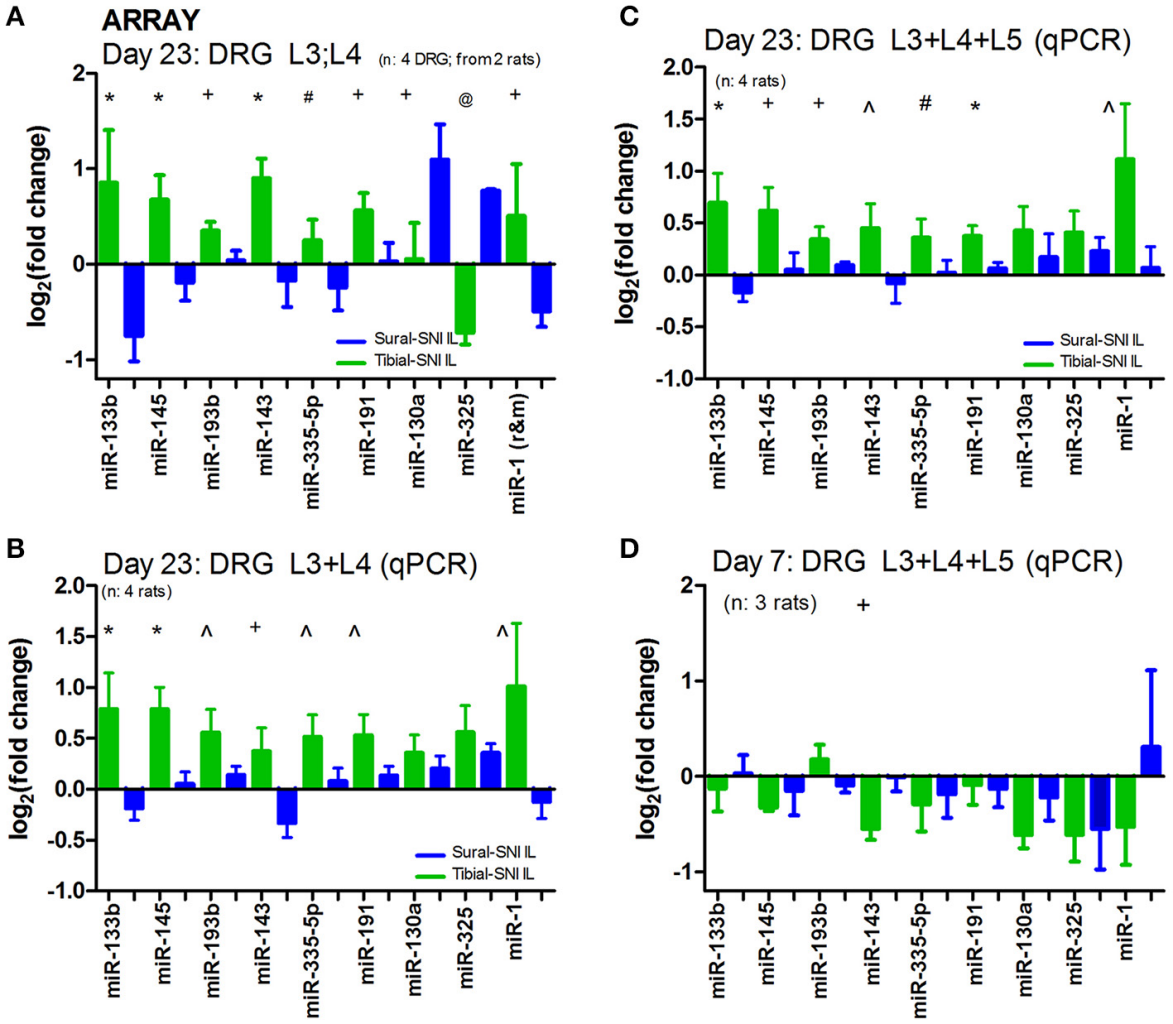
**In ipsilateral DRG seven miRs are differentially regulated between Sural-SNI and Tibial-SNI. (A)** By using a microarray chip containing probes for detecting 375 miRs, we found that only nine miRs were differentially regulated in IL DRG between Sural-SNI and Tibial-SNI at Day 23. Ct values were <30.60 for miR-133b, <27.78 for miR-145, <27.66 for miR-193b, <30.19 for miR-143, <33.69 for miR-335, <23.42 for miR-191, <37.89 for miR-130a, <36.00 for miR-325, <32.04 for miR-1. Reference miRs were: MammU6-4395470 (Ct values < 19.30), snoRNA135-4380912 (Ct values < 33.98), and U87-4386735 (Ct values < 28.32). The *n* value was four DRG (two L3 and two L4). For each SNI-group, the mean value from four individual DRG (two L3-DRG and two L4 DRG) were used. **(B,C)** By using qPCR it was confirmed that seven out of the initially identified nine miRs (in **A**) were differentially regulated in IL DRG between Sural-SNI and Tibial SNI at Day 23, whether using the data from L3 and L4 **(B)** or the data from L3, L4, and L5 **(C)**; *n* = 4 rats. **(D)** By using qPCR the levels of the identified miRs were measured at Day 7; *n* = 3 rats. **(B–D)** The Ct values were <29.94 for miR-133b, <24.67 for miR-145, <27.42 for miR-193b, <34.17 for miR-143, <30.74 for miR-335, < 23.90 for miR-191, <32.17 for miR-130a, <32.62 for miR-325, <30.61 for miR-1. Reference miRs were: snoRNA135-4380912 (Ct values < 30.94) and U87-4386735 (Ct values < 25.16). For each rat, the mean value between their DRG (L3, L4, and L5) was used. In **(A–D)**, the “fold change” (2^−ΔΔCT^) was obtained by comparing the experimental sample (Sural-SNI or Tibial-SNI ΔC_T_) vs. the sham sample (Sham ΔC_T_). Significance between the Tibial-SNI and Sural-SNI: ^@^*P* < 0.005, ^*^P < 0.02, ^+^*P* < 0.05, ^∧^*P* < 0.07; ^#^*P* < 0.09, Unpaired *t*-test, one-tailed. Hence the Sham value will be set to “0” (log2(fold change)=0) (in this and in Figures 4, 5).

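In the table of Ct values of these 12 arrays, the highest Ct was 30.95 for miR-133b, 28.28 for miR-145, 27.65 for miR-193b, 30.18 for miR-143, 33.68 for miR-335-5p, 23.42 for miR-191, 37.88 for miR-130a, 35.99 for miR-325 and 32.04 for the mouse assay of miR-1. For the reference assays it was 18.74 for MammU6, as the mean of its 4 wells, 33.98 for snoRNA135 and 28.32 for U87.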

We further analyzed the data by plotting the levels of expression of these miRs in each DRG (Figure 4). Of the three DRG examined, L4-DRG had the largest magnitude of differential regulation of these miRs between Tibial-SNI and Sural-SNI (Figure 4B). In L4-DRG not only was there an increase in the expression of these seven miRs in Tibial-SNI, but there was also a decrease in four of these miRs in Sural-SNI (Figure 4B). L3-DRG, which contains the somata of the uninjured saphenous nerve fibers, also showed differential regulation between the two SNI variants, but only three of these miRs (miR-133b, miR-145, miR-143) were significantly different. In L5-DRG, although a similar tendency was observed (higher expression levels in Tibial-SNI than in Sural-SNI), none of the seven miRs, showed a significant differential regulation between Tibial-SNI and Sural-SNI.

**Figure 4:**
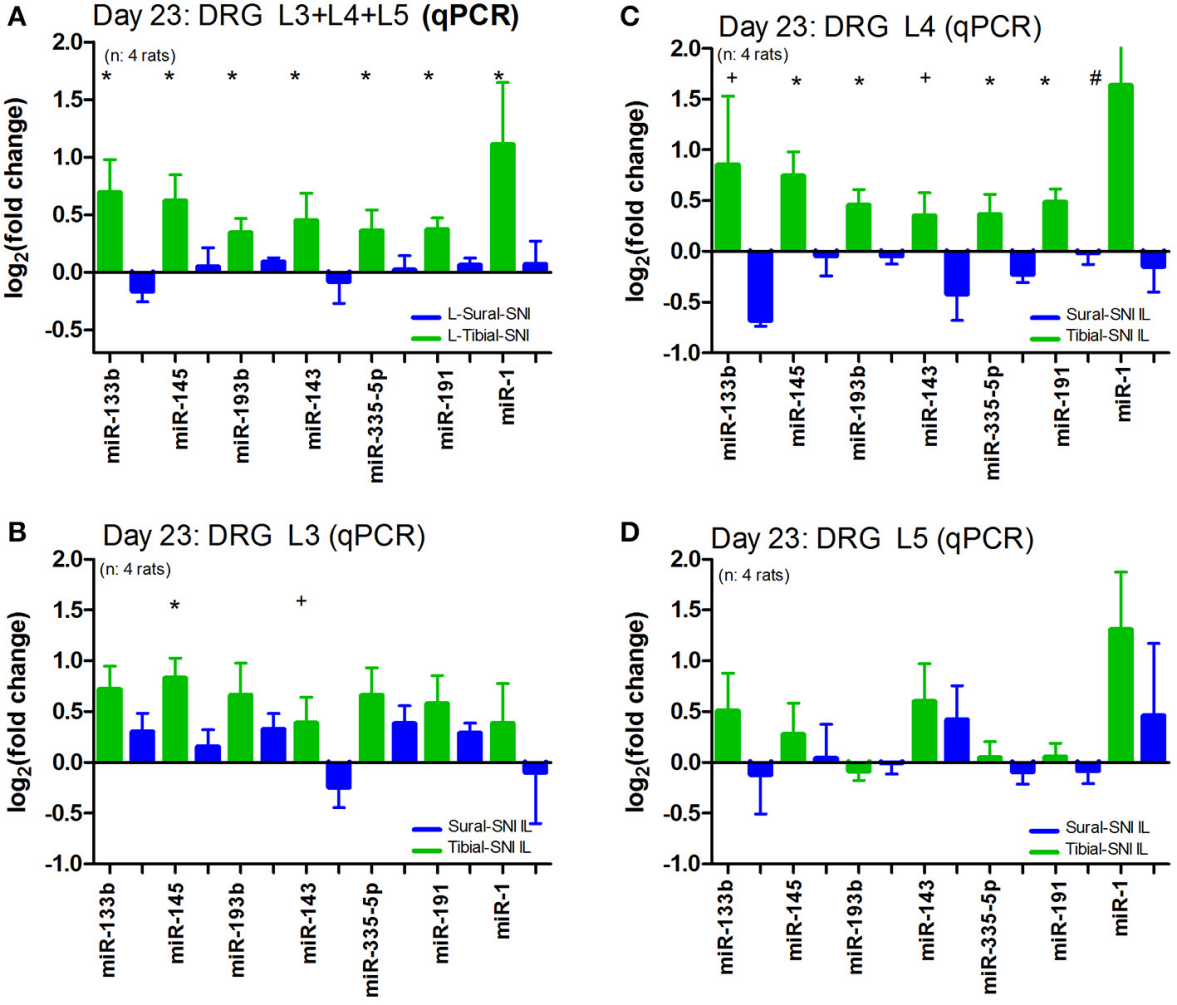
**The level of miR differential regulation is highest in ipsilateral L4-DRG as compared to ipsilateral L3-DRG and L5-DRG**. For comparison purposes the expression level of the seven identified miRs is shown when the data of the three IL DRG (L3, L4, and L5) was pooled together **(A)**; and for the individual IL DRG: **(B)** L3-DRG; **(C)** L4-DRG; and **(D)** L5-DRG. The data in **(A)** corresponds to that shown in Figure 3B, except that only the seven miRs with statistical significant difference between Sural-SNI IL vs. Tibial-SNI IL are shown In all cases *n* = 4 rats. ^*^P < 0.02, ^+^*P* < 0.05, ^#^*P* < 0.09 between Sural-SNI IL vs. Tibial-SNI IL, Unpaired *t*-test, one-tailed.

We also examined the expression of these seven miRs in the contralateral DRG. We found that as compared to sham, the expression of these miRs was also affected in the contralateral DRG (Figure 5). However, except for miR-1, the regulation in the contralateral DRG was comparable in the two SNI variants. A similar pattern was observed for contralateral L5-DRG and contralateral L3-DRG (data not shown).

**Figure 5:**
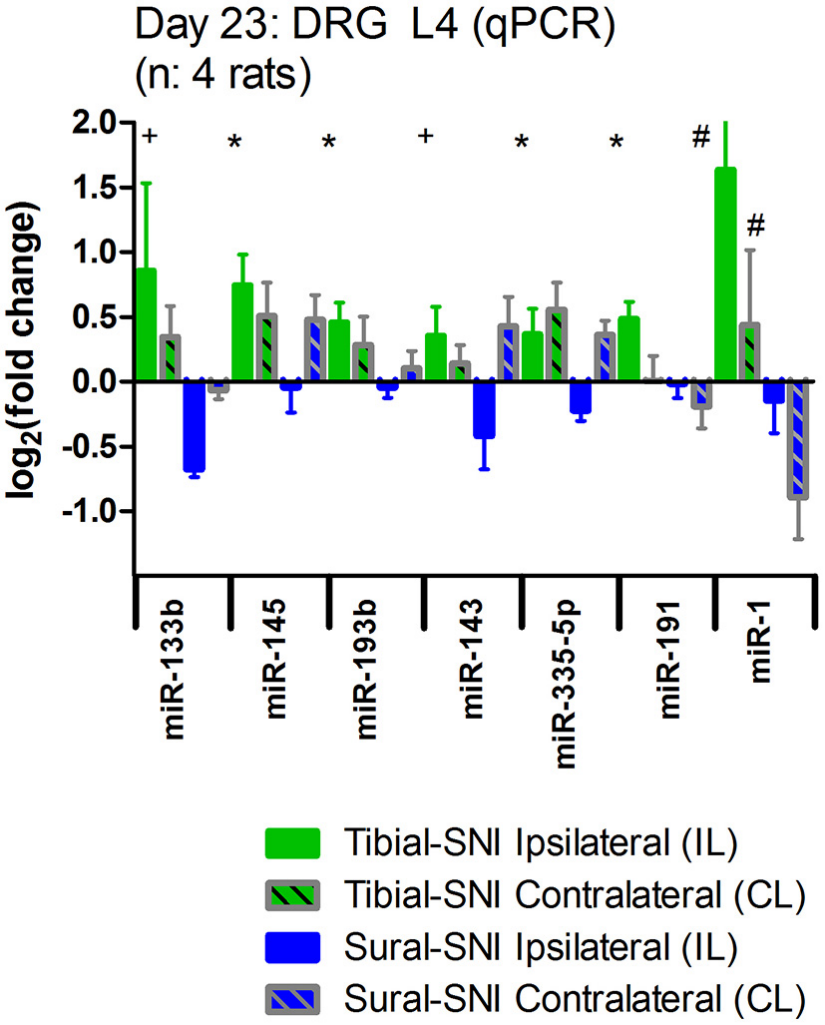
**Nerve injury also evokes changes in miR expression in the contralateral DRG**. The expression level of the seven identified miRs is shown for the ipsilateral L4-DRG (IL) and from the contralateral L4-DRG (CL) derived from Sural-SNI and Tibial-SNI. The seven miRs showed differential regulation in the ipsilateral L4-DRG between the two SNI variants (as shown in Figure 4C). Compared to values of DRG derived from Sham animals (which in the graph corresponds to 0) these seven miRs also showed changes in regulation in the contralateral L4-DRG. These changes were comparable in the two SNI variants, only being significantly different for miR-1. Significant difference between Sural-SNI L vs. Tibial SNI-L or between Sural-SNI CL vs. Tibial-SNI CL: ^*^P < 0.02, ^+^*P* < 0.05, ^#^*P* < 0.09, Unpaired *t*-test, one-tailed.

To investigate the pain relevance of the seven identified miRs we checked their predicted mRNA targets using TargetScan and Miranda software. Since alterations in neuronal excitability of both injured (Wall and Gutnick, 1974a,b; Wall and Devor, 1983; Tal and Eliav, 1996; Liu et al., 1999, 2000a,b) and uninjured neurons (Ali et al., 1999; Wu et al., 2001, 2002; Gold et al., 2003; Smith et al., 2013) are believed to contribute to the initiation and maintenance of chronic neuropathic pain following peripheral nerve injury, we selected mRNA targets that encode for ion channels known to contribute and modulate neuronal excitability and some that have been already postulated to contribute to chronic neuropathic pain. This was done to investigate how the observed changes in miR expression could potentially affect neuronal excitability following injury. Figure 6 shows some of these mRNA targets, the miR name is color-coded to indicate whether its expression did not change (black), decreased (blue), or increased (red), in DRG derived from either the Sural-SNI (top row) or Tibial-SNI (bottom row). Pooled data and that for L4-DRG (Figures 4A,C) were used. Based on knockout studies, the predicted mRNA targets (shown in light brown) have already been associated with hypersensitivity in various pain models (http://www.jbldesign.com/jmogil/enter.html) (Lacroix-Fralish et al., 2007), including some in which alterations in mechanical and/or cold allodynia were found. These include the voltage dependent sodium channel SCN9A (Nassar et al., 2004), the sodium channel beta 2 subunit (SCN2B) (Pertin et al., 2005; Lopez-Santiago et al., 2006), the voltage-dependent calcium channels T-type (Choi et al., 2007; Lee et al., 2009; Chen et al., 2010), N-type (Hatakeyama et al., 2001; Kim et al., 2001; Saegusa et al., 2001) and P/Q-type (Luvisetto et al., 2006), the pacemaker channels HCN1 (Momin et al., 2008) and HCN2 (Emery et al., 2011), the ligand-gated, non-selective cation channel TRPV1 (Caterina et al., 2000; Wang et al., 2008) and the transient receptor potential channel TRPM8 (Bautista et al., 2007; Dhaka et al., 2007; Gentry et al., 2010; Knowlton et al., 2010). Some of these targets such as the voltage-dependent calcium channels T-type (Latham et al., 2009; Lee et al., 2014) and N-type (Shao et al., 2012; Adams and Berecki, 2013), and the TRPM8 channel (Knowlton et al., 2011) were originally identified using pharmacological studies. In studies measuring protein expression levels and using pharmacological agents proteins encoded by other of the identified mRNA targets, such as the voltage-dependent sodium channels SCN8A (Deuis et al., 2013), the auxiliary α2δ-1 subunit (Moore et al., 2009, 2011; Bauer et al., 2010) and β (3) subunit (Li et al., 2012) of voltage-gated calcium channels, have also been implicated in the development of either mechanical or cold allodynia.

**Figure 6:**
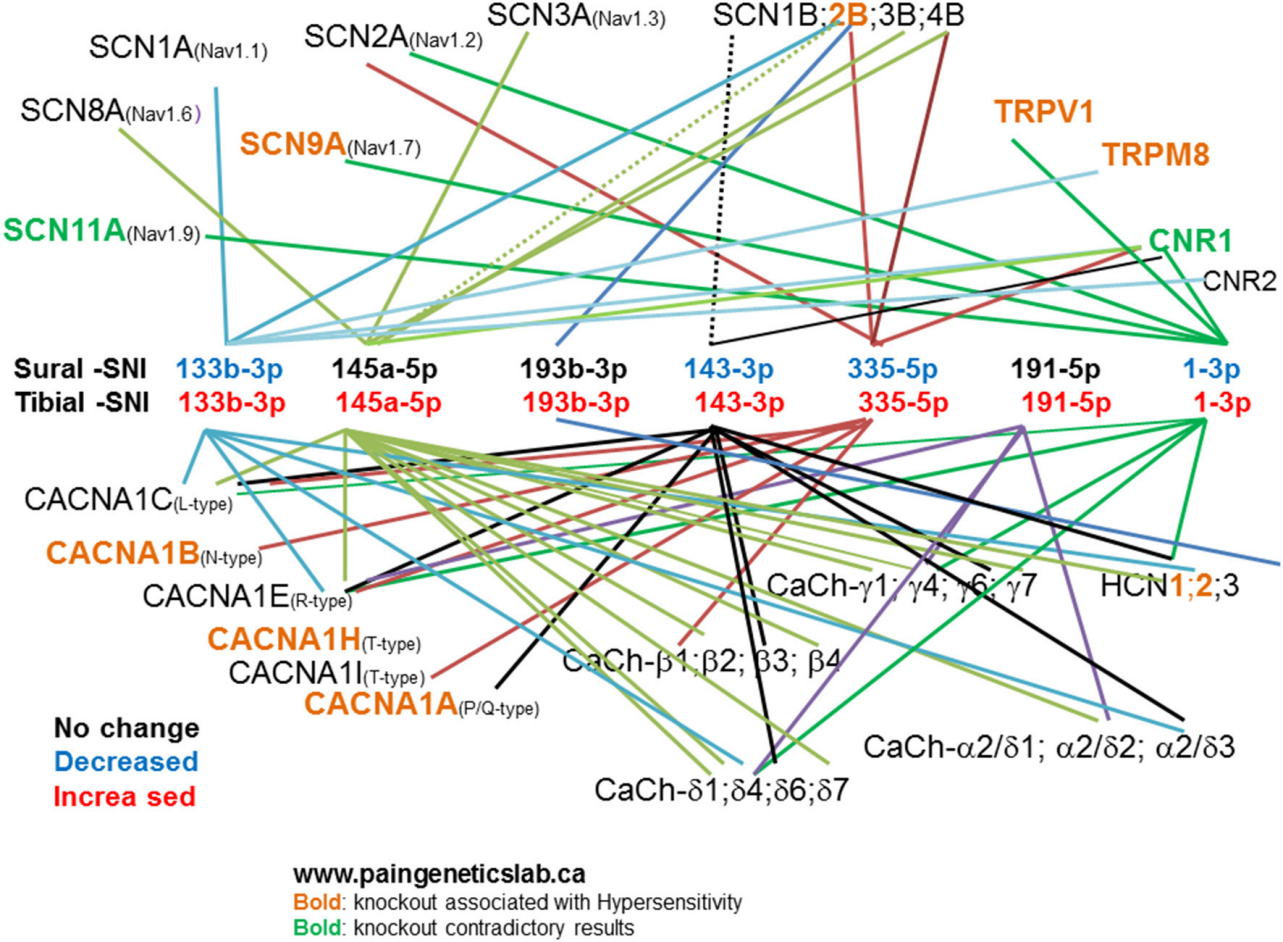
**Predicted mRNA targets for the identified miRs**. TargetScan and Miranda software was used to identify potential mRNA targets for the identified miRs. The list of potential mRNA targets was filtered: by selecting those that encode for ion channels. Here we show those encoding for voltage-dependent sodium channels: α (SCN**X**A) and β (SCN**X**B) subunits; voltage-dependent calcium channels: α (CACNA1**X**), β (CaCh-β **X**), γ (CaCh- γ**X**), γ2δX (CaCh-γ2δX), and δ (CaCh-δX) subunits. The pacemaker channels (HCN**X**), the ligand-gated, non-selective cation channel TRPV1, the transient receptor potential channel TRPM8, and cannabinoid receptors (CNR**X**). “**X**” Stands for various numbers as indicated in the figure. We then used the http://www.jbldesign.com/jmogil/enter.html (Lacroix-Fralish et al., 2007) to find which mRNA targets have been associated with neuronal hypersensitivity by using knockout studies.

Based on our miR results, the translation of these mRNAs would be predicted to increase in the Sural-SNI due to the decreased expression of four of the identified miRs and would be predicted to decrease in the Tibial-SNI due to the increased expression of all of the seven identified miRs.

## Discussion

In this study we describe an experimental approach to increase the probability of detecting biological changes that contribute to the development of chronic neuropathic pain following a peripheral nerve injury. The approach consisted in using the Sural-SNI and Tibial-SNI, because both models involved sciatic nerve damage but displayed distinct pain phenotypes. Both SNI modalities displayed the same level of mechanical allodynia and functional disruption as ascertained by the reduction of inter-digital distance in the acute and sub-chronic post-operative period. However, over time, only the Tibial-SNI recovered in both of these phenotypes. Moreover, only the Sural-SNI developed chronic cold allodynia. By using this approach we identified seven miRs within the DRG that are likely transducers of these two distinct pain phenotypes, in part, via regulation of neuronal excitability and neuronal sprouting.

Peripheral nerve injury alters the expression of hundreds of proteins in DRG (Hokfelt et al., 1994; Araki et al., 2001; Bonilla et al., 2002; Costigan et al., 2002; Wang et al., 2002; Xiao et al., 2002; Jimenez et al., 2005; Nilsson et al., 2005; Komori et al., 2007; Stam et al., 2007). The differences in protein expression between models (Niederberger et al., 2008), in part, reflect that not all of the injury-induced protein changes necessarily lead to neuropathic pain. The Sural-SNI model is one of two models that involve partial sciatic nerve transection in which blocking the nerve impulses before and during a week following the injury does not eliminate the development of chronic neuropathic pain (Dougherty et al., 1992; Suter et al., 2003, 2011; Yang et al., 2014). This phenomenon resembles the outcome of a significant number of surgical patients for whom control of acute post-surgical pain does not prevent the development of chronic neuropathic pain (Perkins and Kehlet, 2000). At least in this specific patient population, the development of chronic pain involves dysregulation of multiple proteins that have not yet been fully identified.

Because a single miR can affect the expression of many proteins (Klein et al., 2005) we used the two SNI variants to increase the probability of identifying pain relevant miRs in the DRG. We found that only a few miRs were differentially regulated in DRG derived from Tibial-SNI and Sural-SNI. The relatively low number of miRs that were differentially regulated was expected, since by using the two SNI modalities the probability of including injury-induced changes in miR expression that did not contribute to the development of chronic pain was most likely reduced.

The allodynia that develops following the SNI injury (ligation and cut of two sciatic nerve branches with removal of 2–3 mm of nerve stump) is evoked by stimulation of the spared nerve terminals that become hyperexcitable as a result of interactions with the injured fibers, as has been shown for the spared-sural branch in Sural-SNI (Smith et al., 2013). Moreover, functional interactions between the saphenous nerve and the damaged sciatic nerve contribute to pain disorders following sciatic nerve injury (Kingery and Vallin, 1989; Kingery et al., 1993; Ro and Jacobs, 1993; Attal et al., 1994; Tal and Bennett, 1994; Guilbaud et al., 1995; Sotgiu and Biella, 1997). Evoked (mechanical, cold) injury-induced neuropathic pain reflects changes in primary sensory neurons, even if other components such as motor and sympathetic are playing a role. Differences in injury-evoked inflammation could also be contributing to our results, because inflammation not only can lead to neuropathic pain, but also to changes in miR expression in DRG (Sakai and Suzuki, 2014). Based on our findings, it appears that depending on the proportion and/or type of damaged primary sensory neurons, the damaged neurons and those closely interacting with them undergo changes in miR expression that may either limit the development of chronic neuropathic pain as in Tibial-SNI or promote the development of chronic neuropathic pain as in Sural-SNI.

Since injury-induced neuronal hyperexcitability contributes to the initiation and maintenance of chronic neuropathic pain following a peripheral nerve injury (Wall and Gutnick, 1974a,b; Wall and Devor, 1983; Tal and Eliav, 1996; Ali et al., 1999; Liu et al., 1999, 2000a,b; Wu et al., 2001, 2002; Gold et al., 2003), we inspected how the observed changes in miR expression could potentially affect the expression of the predicted mRNA targets that encode for ion channels. This analysis indicated that the translation of various ion channels, including some that have already been found to contribute to neuronal hyperexcitability and neuropathic pain (see Results), would be expected to increase in Sural-SNI primary sensory neurons due to the decreased expression of at least four miRs (miR-133b-3p, miR143, miR-335-5p, miR-1). On the other hand, the translation of these ion channels would be predicted to decrease in the Tibial-SNI primary sensory neurons due to the increase in expression of all seven identified miRs (miR-133b, miR-145, miR-193b, miR-143, miR-335-5p, miR-191, miR-1). At Day 7 the two SNI modalities display the same high level of mechanical allodynia. Interestingly, at Day 7 the expression of these miRs in both SNI modalities is similar and would be expected to increase excitability since most of miRs show an expression level lower than that displayed by Sham controls. This analysis supports the view that the down-regulation of four of the identified miRs appears to orchestrate the development of chronic neuropathic pain in Sural-SNI while the up-regulation of all seven of the identified miRs appear to orchestrate the recovery from post-nerve injury induced pain in Tibial-SNI.

We found that as compared to sham, the expression of these miRs was also affected in the contralateral DRG (Figure 5). Except for miR-1, the regulation in the contralateral DRG was comparable in the two SNI variants, and more closely resembles the expression pattern in the ipsilateral DRG of Tibial-SNI. This expression pattern in the contralateral DRG correlates with the observed lack of allodynia and with the predicted lack of an increase in excitability in the contralateral paw. Hence, because miR changes are occurring in the contralateral DRG, which may reflect a compensatory or protective effect, using the contralateral DRG as the control should be avoided, even when using peripheral nerve injury models in which neuropathic pain does not develop in the contralateral paw.

Of the seven miRs identified, miR-145 is consistently altered in two other sciatic nerve injury models. Following complete sciatic nerve transection, miR-145 is decreased in DRG (Zhang et al., 2011; Zhou et al., 2011) and nerve stump (Yu et al., 2012). Sciatic nerve transection results in chronic mechanical hyperalgesia and autotomy (Kingery and Vallin, 1989; Persson et al., 2009b). Following sciatic nerve crush, miR-145 is decreased in the nerve stump (Viader et al., 2011) at a time period in which animals display mechanical and cold allodynia (Tamaddonfard et al., 2014). In our dual injury model, the Tibial-SNI animals, but not the Sural-SNI animals, recovered from post-injury pain and showed an increase in miR-145. Taken together, an increase in miR-145 correlates with recovery from post-nerve injury induced pain, while a lack of an increase (Sural-SNI) or decrease (sciatic nerve transection, sciatic nerve crush) of miR-145 correlates with development of chronic pain following a peripheral nerve injury. Enhancement of miR-145 reduces neurite outgrowth in cultured DRG sensory neurons (Zhang et al., 2011). Hence, it appears that decreasing miR-145 in primary sensory neurons contributes to the development of chronic pain by enhancing the expression of ion channels known to contribute to neuronal hyperexcitability and possibly by promoting non-specific sprouting following a peripheral nerve injury. The opposite will be the case in Tibial-SNI in which there is an increase in miR-145.

Another miR that has been studied in reference to neuropathic pain is miR-1. In DRG, the level of miR-1 was increased following axotomy while it was decreased following partial sciatic nerve ligation (Kusuda et al., 2011). Enhancement of miR-1 reduces neurite outgrowth of cultured DRG sensory neurons (Bastian et al., 2011). Based on our findings we propose that the observed decrease of miR-1 in partial nerve ligation (Kusuda et al., 2011) and Sural-SNI (this study) might contribute to the development of chronic pain by enhancing excitability and by promoting aberrant sprouting of nerve branches. In contrast, the increase in miR-1 following axotomy (Kusuda et al., 2011) and Tibial-SNI (this study) could actually be a compensatory response to limit the level of neuronal hyperexcitability and the level of aberrant sprouting, at least during the first weeks following axotomy. These may contribute to recovery in Tibial-SNI. Consistent with this view the overexpression of miR-1 in cardiac myocytes slows conduction and depolarizes these cells partly through post-transcriptional repression of GJA1 (which encodes for connexin-43) (Yang et al., 2007). Moreover, an increase in connexin-43 expression in trigeminal DRG appears to contribute to pain development following nerve injury (Ohara et al., 2008). In Sural-SNI, the protein level of Nav1.7 channel has been found to be increased (Laedermann et al., 2013) despite a decrease in Nav1.7 mRNA (Berta et al., 2008; Laedermann et al., 2014). These apparent contradictory results could be explained by our observation that miR-1 is decreased. The decrease in miR-1 would accelerate protein translation compensating for the decrease in mRNA.

The pacemaker channels HCN1 and HCN2 contribute to the generation of ectopic firing (Jiang et al., 2008) and neuropathic pain (Momin et al., 2008; Wan, 2008; Emery et al., 2011) following sciatic nerve injury. We found that several of the identified miRs that were decreased in Sural-SNI and increased in Tibial-SNI are predicted to target mRNA encoding for these channels (Figure 5). Decrease of these miRs could account for the previously observed increase in pacemaker channels and hyperexcitability of primary sensory neurons following sciatic nerve injury.

Peripheral nerve injury changes neuronal activity not only on primary sensory neurons but also in ascending and descending spinothalamic and spinomesencephalic tract neurons (Martin and Ewan, 2008; Lavertu et al., 2014; Salter, 2014). Moreover, whether initiated by a peripheral or a central injury, chronic neuropathic pain ultimately becomes centralized through alteration (synapses, morphology, receptors, channels, excitability, and function) of various brain systems; the extent of these changes varies between chronic pain conditions. For example, the resulting altered sensation, such as allodynia and hyperalgesia, involve changes in the primary sensory and motor cortices, the thalamus and posterior Insula (Moisset and Bouhassira, 2007). Hence targeting primary sensory neurons may be mostly helpful at stages or in conditions in which their altered function is contributing to the initiation or to the continuous maintenance of the central alterations that result in chronic neuropathic pain.

Peripheral nerve injury not only produces changes in miR expression at the DRG, but also at the spinal cord (Genda et al., 2013) and brain (Arai et al., 2013; Hori et al., 2013). Hence, pain relevant miRs at any sensory level would potentially provide additional tools for the treatment of chronic neuropathic pain. With respect to the Sural-SNI model, an increase in miR-124a at the spinal cord leads to a decrease in mechanical allodynia (Willemen et al., 2012). Moreover, depending on the nerve injury type the relevant miRs may differ. For example, in the spinal nerve ligation model, intrathetal injections of miR-21 (Sakai and Suzuki, 2013), miR-103 (Favereaux et al., 2011), miR-183 (Lin et al., 2014) or of miR-195 inhibitor (Shi et al., 2013), and injection of miR-7a into the L5-DRG (Sakai et al., 2013) attenuate pain. In a bone cancer model, intrathetal injections of miR-1-inhibitor or miR-34c-5p-inhibitor, respectively produce a mild or a strong decrease in mechanical hypersentitivity (Bali et al., 2013). In spinal cord injury, inthathecal injections of miR-23b attenuate mechanical and thermal pain (Im et al., 2012). In inflammatory pain models, intravenous delivery (Kynast et al., 2013) or intrathecal delivery (Willemen et al., 2012) of miR-124a ameliorates pain.

It has been reported that the expression of 19–200 miRs is altered in DRG following peripheral nerve injuries (Strickland et al., 2011; Yu et al., 2011a,b; Zhang et al., 2011; Zhou et al., 2011; Li et al., 2013); such variability has been observed even when using the same injury model (Yu et al., 2011a,b; Zhang et al., 2011; Zhou et al., 2011). However, what is most surprising is the lack of overlap in the identified miRs among studies (Strickland et al., 2011; Yu et al., 2011a,b; Zhang et al., 2011; Zhou et al., 2011; Li et al., 2013). Since DRG isolation is time and labor intensive we perfused the animals with cold ACSF to reduce RNA degradation and processing during tissue isolation and to remove blood-derived miR contaminants. As far as we can tell, none of the previously published studies referred to above used perfusion prior to DRG isolation. Therefore, the lack of overlap in altered miRs, particularly when using the same injury model may be a consequence of methodological issues ranging from blood miR contaminants and metabolic shock-evoked RNA processing, to tissue isolation time.

Six of the seven miRs that we identified were within the list of 48 miRs altered in the sciatic nerve stump following a sciatic nerve crush (Viader et al., 2011). Isolation of the nerve stump is much faster, and hence, pre-cooling prior to tissue isolation may not be as critical for RNA stability/processing as when isolating DRG. Local protein synthesis also occurs in axons (Murashov et al., 2007) and neuromas (mass of nerve tissue resulting from abnormal regrowth of the stumps of severed nerves) (Huang et al., 2008) and miRs at these locations (Natera-Naranjo et al., 2010; Kaplan et al., 2013) are likely to also regulate local protein synthesis. Therefore, it is not surprising that six of the miRs that we identified to be differentially regulated in DRG were also found to be altered in the sciatic nerve following a sciatic nerve crush (Viader et al., 2011). By using the rationale from our dual SNI variants we interpret that the decrease in expression of four miRs (miR-133b-3p, miR-145, miR-143, and miR-1) contributes to pain while the increase in expression of two miRs (miR-193b-3p and miR-191-5p) limits the level of pain that develops following a sciatic nerve crush. 

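Outside the 9 miRs of Fig. 3A, 9 miRs had a one-tailed p under 0.09 between Tibial-SNI and Sural-SNI in limma, 7 of them higher and 2 lower in Tibial-SNI. Those with the smallest p among the higher ones were miR-574-3p, with a log2(fold change) of −0.13 ± 0.40 (SD, n = 4) in Sural-SNI and 0.56 ± 0.57 (SD, n = 4) in Tibial-SNI, and miR-196c, with 0.16 ± 0.12 and 0.78 ± 0.65. The lower ones were miR-106a, with 0.51 ± 0.41 in Sural-SNI and −0.04 ± 0.23 in Tibial-SNI, and miR-10b, with 0.47 ± 1.16 and −0.50 ± 0.54. The adjusted p of each was 0.995. With the replicate block, 34 of the 154 miRs passed the one-tailed threshold, 25 higher and 9 lower in Tibial-SNI. Of the 9 miRs of Fig. 3A, 7 passed it with the block, so the count outside the 9 was larger there. When arrays were left out in turn, the one-tailed p rose to 0.09 or more in 5 of 12 fits for miR-574-3p, in 7 for miR-196c, in 4 for miR-106a and in 6 for miR-10b. By the paper's P values in Supplement 1, 17 assays lie under 0.09, besides the pooled entry of miR-1 (P of 0.05). Of the 17, 14 are higher and 3 lower in Tibial-SNI, and of the 9 outside Fig. 3A 8 are higher and 1 is lower. The smallest of those 9 is the paper's P of 0.006 for miR-195, singled out here after its values were seen. Its log2(fold change) was 0.15 ± 0.16 (SD, n = 4) in Sural-SNI and 0.45 ± 0.03 (SD, n = 4) in Tibial-SNI, the difference of 0.30 was present in 4 of 4 pairs, and its one-tailed p in limma was 0.116.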

In the array, additional potential differentially dysregulated miRs were detected, that similarly displayed an apparent higher level of expression in Tibial-SNI than in Sural-SNI (Supplement 1). However, based on their predicted targets the ones we further corroborated with qPCR where those targeting multiple ion channels (Figure 6).

There are several limitations in the present study, one being that the predicted mRNA targets were not confirmed and this will require both mRNA measurements and functional studies. Obviously the selected mRNA (Figure 5) would not be the only pain-relevant mRNA targets. In fact, we expect that the effect of the identified miRs on many more mRNA targets would be required to underlie the processes leading to the different pain phenotypes. Our goal was to identify likely pain-relevant miRs by using the two SNI models, and to validate their pain relevance by analyzing how their expression changes would affect neuronal excitability. By comparing the two SNI modalities, rather than Sham vs. injury, we are increasing the probability of detecting miR changes that involve aspects of neuronal processes (excitability, protein expression, regeneration) that contribute to their different pain phenotype. Measurements are needed to determine which of the observed changes in miR expression at Day 23 are transitory and which ones are sustained. Additional studies are required to investigate whether manipulating the expression of the identified miRs in primary sensory neurons can prevent or ameliorate sustained neuropathic pain following peripheral nerves injury.

In this study we first described behavioral differences in the two SNI variants, and how these can potentially be used to identify peripheral-nerve injury induced changes (molecular, functional, or structural) at any level of the pain-sensory pathways (DRG, spinal cord, brain) that correlate with the development of neuropathic pain. Second, we described the simultaneous use of these two models to identify pain relevant miRs in the DRG; and by doing so we identified seven miRs that are likely transducers of these two pain phenotypes. Finally, to validate our approach, the analysis focused on interpreting how changes in the identified miRs could contribute to neuronal hyperexcitability. We also discussed how previously published results can be interpreted in light of our findings using the dual model approach. In summary, the data analysis supports the view that the down-regulation of four miRs (miR-133b, miR-143, miR-335-5p, miR-1) appears to orchestrate the development of chronic neuropathic pain in Sural-SNI while the up-regulation of seven miRs (miR-133b, miR-145, miR-193b, miR-143, miR-335-5p, miR-191, miR-1) appear to orchestrate the recovery from post-nerve injury induced pain in Tibial-SNI.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: An approach to identify microRNAs involved in neuropathic pain following a peripheral nerve injury
**Source:** Front Neurosci. 2014 Aug 29;8:266. doi: 10.3389/fnins.2014.00266
**Supplement:** Supplementary file 1

The statistics were done with Prism.

S= Sural SNI; T=Tibial-SNI

Data for miRs that were detected in all the 12 samples (12 arrays).

Values given as:  $\log_2(\text{fold change})$

“Sham  $\Delta\text{CT}$ ” values (the control sample) was used to obtain the “fold change” ( $2^{-\Delta\Delta\text{CT}}$ ) of each miR in the experimental groups (Sural-SNI and Tibial-SNI). 

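For each miR the table of Supplement 1 gives the mean, SD and number of the log2(fold change) values of each SNI group, the P of a one-sample test of each group against 0, and the one-tailed P of the unpaired test between the groups. It holds 157 entries, of which 154 are the assays analysed here, 1 pools the rat and mouse assays of miR-1 and 2 are of assays not analysed here. The means recomputed from the Ct values lay within 0.01 of those of the table in both groups for 153 of the 154 assays. The other was miR-667, with a recomputed mean of 0.06 ± 0.90 (SD, n = 4) in Sural-SNI and 0.47 ± 0.23 (SD, n = 4) in Tibial-SNI. In miR-93 and miR-223, where single deposited values differ from the recomputed ones, the gaps of the arrays cancel in the means. By the paper's one-sample P values, 8 assays in Sural-SNI and 14 in Tibial-SNI lie under 0.05. The same test on the recomputed values gave 8 and 15.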

(See methods for details)

### To compare with SHAM:

One sample t test

Theoretical mean (for Sham)

Actual mean

Discrepancy

90% CI of discrepancy

t, df

P value (two tailed)

Sum

### Comparing S vs T (Sural-SNI vs Tibial-SNI)

Unpaired t test

P value

# Supplementary material for: An approach to identify microRNAs involved in neuropathic pain following a peripheral nerve injury
**Source:** Front Neurosci. 2014 Aug 29;8:266. doi: 10.3389/fnins.2014.00266
**Supplement:** Supplementary file 2

## Supplement 2

### mmu-miR-133b-4395358

```
>mmu-miR-133b-3p MIMAT0000769 UUUGGUCCCCUUAACCAGCUA
>hsa-miR-133b MIMAT0000770 UUUGGUCCCCUUAACCAGCUA
>rno-miR-133b-3p MIMAT0003126 UUUGGUCCCCUUAACCAGCUA
```

### mmu-miR-145-4395389

```
>mmu-miR-145a-5p MIMAT0000157 GUCCAGUUUUUCCCAGGAAUCCCU
>hsa-miR-145-5p MIMAT0000437 GUCCAGUUUUUCCCAGGAAUCCCU
>rno-miR-145-5p MIMAT0000851 GUCCAGUUUUUCCCAGGAAUCCCU
```

### mmu-miR-193b-4395597

```
>mmu-miR-193b-3p MIMAT0004859 AACUGGCCCACAAAGUCCCGCU
>hsa-miR-193b-3p MIMAT0002819 AACUGGCCCACAAAGUCCCGCU
>rno-miR-193b-3p MIMAT0035734 AACUGGCCCACAAAGUCCC
```

### mmu-miR-143-4395360

```
>mmu-miR-143-3p MIMAT0000247 UGAGAUGAAGCACUGUAGCUC
>hsa-miR-143-3p MIMAT0000435 UGAGAUGAAGCACUGUAGCUC
>rno-miR-143-3p MIMAT0000849 UGAGAUGAAGCACUGUAGCUCA
```

### mmu-miR-335-5p-4373045

```
>mmu-miR-335-5p MIMAT0000766 UCAAGAGCAAUAACGAAAAAUGU
>hsa-miR-335-5p MIMAT0000765 UCAAGAGCAAUAACGAAAAAUGU
>rno-miR-335 MIMAT0000575 UCAAGAGCAAUAACGAAAAAUGU
```

### mmu-miR-191-4395410

```
>mmu-miR-191-5p MIMAT0000221 CAACGGAAUCCCAAAGCAGCUG
>hsa-miR-191-5p MIMAT0000440 CAACGGAAUCCCAAAGCAGCUG
>rno-miR-191a-5p MIMAT0000866 CAACGGAAUCCCAAAGCAGCUG
```

### rno-miR-1-3p

```
>rno-miR-1-3p MIMAT0003125 UGGAAUGUAAAGAAGUGUGUAU
>mmu-miR-1a-3p MIMAT0000123 UGGAAUGUAAAGAAGUAUGUAU
>hsa-miR-1-3p MIMAT0000416 UGGAAUGUAAAGAAGUAUGUAU
```

How the deposited data were processed for this re-analysis (not part of the article)

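The data are the 12 microarrays of Day 23, with 4 arrays of Sham, 4 of Sural-SNI and 4 of Tibial-SNI DRG from rats, and in each group 2 of L3-DRG and 2 of L4-DRG. The qPCR of single DRG, the Day 7 samples, L5-DRG, contralateral DRG and the behavioral measurements were not analysed here. Each array was mapped to its group, DRG level and replicate number from its sample label, which matches the design given in the text.

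The authors ran TaqMan rodent microRNA cards (Card A, version 2) for 40 cycles without a Ct limit, kept the miRs detected in all 12 arrays, and deposited their Ct values without normalization. The authors also deposited the fold change of each miR in each SNI array against Sham, a linear ratio of 2 to the power of minus ΔΔCt, computed from ΔCt values against MammU6, snoRNA135 and U87. The table of Ct values holds 160 assay wells, of which 6 are reference wells (4 of MammU6) and 154 are miRs. In the table of fold changes the 4 Sham columns hold no values and were not used. No other column was left unused. Ct values carry no count of molecules, so the precision comes from the 4 arrays of a group alone, which stand for 2 rats.

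From the Ct values, −ΔCt and log2(fold change) were recomputed with the mean Ct of the 3 reference assays, the 4 wells of MammU6 being averaged first. The Sham term was the Sham array of the same DRG level and replicate number, the rule that gave 98.9% of the deposited fold changes within 0.01 on the log2 scale. Tibial-SNI was compared with Sural-SNI on the 8 log2(fold change) values of each miR with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), unpaired, two-sided and with Benjamini-Hochberg adjustment over the 154 miRs. The same fit gave the one-tailed p that was set against the threshold of the study, 0.09. For the miRs of Fig. 3A all 70 splits of 4 arrays against 4 were also enumerated in an exact permutation test, whose smallest p is 0.0286 two-sided and 0.0143 one-sided. It takes the arrays as exchangeable and does not use the pairs that share a Sham array. MiR-1 has a rat and a mouse assay on the card, and the mean of both per array was used, moderated with the variance prior of the other miRs and left out of the adjustment over all miRs. Each SNI group was compared with Sham in a limma fit of −ΔCt over all 12 arrays with the DRG level as a covariate, in which the Sham arrays enter with their own spread. The difference of the comparison between L4-DRG and L3-DRG was fitted as an interaction over the 8 SNI arrays. Supplement 1 and Supplement 2 were read with Python 3.11.15, and the plot was drawn with matplotlib 3.10.9.

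The labels give the replicate numbers 1 and 2 in each group and level, and the text does not say what a number stands for. Arrays of the same level and number were correlated in their deviations from the mean of their group, with r across miRs from 0.46 to 0.81 over the 12 pairs, while arrays of different numbers had r from −0.79 to −0.51 over 24 pairs. The first principal component held 66.0% of the variance and separated the 6 arrays of replicate 1 from the 6 of replicate 2. By this check the numbers pair the samples, and a fit with the DRG level and number as a block of 4 levels was set beside each result where it changed a call or moved a count by more than 1.5 times.

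The fits were tested on simulated data with the 154 miRs at their own mean Ct, shift between replicate numbers and residual spread, and 30 miRs changed by 3 on the log2 scale in Tibial-SNI, in 20 draws. The comparison of Tibial-SNI with Sural-SNI recovered 88.7% of the changed miRs at an adjusted p under 0.05 with 0.40 false calls per draw, and 93.2% with 1.45 false calls when the block was used. The comparison of Tibial-SNI with Sham recovered 38.7% without the block and 95.7% with it. The planted change of 3 is larger than any difference of the 9 miRs of Fig. 3A, the largest being 1.61 for miR-133b. Recovery of changes of that size was not simulated, so these shares do not give the power for them. Of the unchanged miRs, 8.51% passed the one-tailed threshold of the study between the SNI groups without the block and 18.0% with it.

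These designs, the alternatives and the rule for the miRs the text names were fixed before the data were examined. The rule names the 9 miRs of Fig. 3A, the 3 reference assays, up to 5 miRs per direction with the smallest limma p in each of the 3 comparisons, and the members of the marker lists where a list was tested. The alternatives were MammU6 alone, snoRNA135 alone, U87 alone, snoRNA135 with U87, or the mean of all miRs as the reference, a Ct of at most 35 or at most 32 in all arrays, no filter on detection, the mean of the 2 Sham arrays of a level as the Sham term, the DRG level as a covariate, all 12 arrays in one fit, the replicate block, a correlation between the L3-DRG and L4-DRG arrays of a group and number, the study's own one-tailed unpaired test without moderation, a trend of the variance on mean Ct, an exact permutation test per miR, each miR-1 assay alone or both pooled as 8 values, the one-sample test against 0, the adjustment over the list alone, and leaving out each array in turn. The deposited fold changes as input were added after the data had been seen. The marker lists were of skeletal muscle, vascular smooth muscle, endothelium, red blood cells, leukocytes and sensory neurons, written when the summaries of Supplement 1 for the 9 miRs and for miR-133a had been read. MiRs were matched to the RefSeq genes of the rat assembly GRCr8 only to find which of them neighbour each other, and 143 of the 154 assays had a match.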

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

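Except for the interaction of group and level and the leaving out of arrays, the tests here were chosen only after the results were seen.

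In 3 of 43 groups of 4 arrays that were examined, 1 array lay far from the other 3, and chance alone would give 2.15 such groups. The first is the mouse assay of miR-1 in Sural-SNI, at −1.34 in L4-DRG replicate 1 and between −0.18 and −0.08 in the other arrays. A high value of the Sham array it was taken against would lower its partner too, and the Tibial-SNI array set against the same Sham array stood at 1.37, but a single array excludes nothing. A lower level of miR-1 in this DRG would show in the rat assay too. There the same array stood at −0.24, above its other 3 arrays of Sural-SNI, but the 2 assays also part in other arrays, so a lower level in the DRG and an error of the mouse well cannot be told apart.

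The second is miR-338-3p in Tibial-SNI, at −2.69 in L4-DRG replicate 1 and between 0.06 and 0.43 in the other arrays. Its Ct in that array was 36.7, late in the 40 cycles. The Sural-SNI array set against the same Sham array stood at 1.49 and was not lowered with it, though here too a single array excludes nothing. Without L4-DRG Sham replicate 1, which leaves out this value and its Sural-SNI partner, the difference between Tibial-SNI and Sural-SNI went from −1.02 to 0.035, so its direction rests on these arrays. No further explanation was tested, and a change in this DRG stays open.

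The third is miR-139-3p in Tibial-SNI, at −2.74 in L3-DRG replicate 2 and between −0.49 and −0.12 in the other arrays. Here the Sural-SNI array set against the same Sham array was the lowest of its group as well, at −1.43. That Sham array had a −ΔCt of −2.11, while the other Sham arrays lay between −4.55 and −3.34. A high value of this Sham array may therefore be part of the pattern. A lower level in the Tibial-SNI DRG stays open as a contribution, since its own −ΔCt of −4.85 was next to the lowest of the group.

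Of 26 miRs examined, 1 had differences between Tibial-SNI and Sural-SNI of opposite sign in the 2 DRG levels in every pair, where chance would give 3.25. This was miR-200c, which was higher in Tibial-SNI by 0.21 in L3-DRG and lower in L4-DRG, at −0.76. In limma the interaction of group and level for miR-200c had an adjusted p of 0.996, which is what chance would leave, and a biological difference between the levels was not shown.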

How the results depend on the processing

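No test in this part was chosen after its result was seen, and 1 alternative, the deposited fold changes as input, was added after the data had been seen. It gave the same number of miRs as the recomputed values in the comparison of Tibial-SNI with Sural-SNI: 1 after adjustment, 16 past the one-tailed threshold and 7 of the 9.

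The 1 miR with an adjusted p under 0.05 between Tibial-SNI and Sural-SNI, miR-325, was also called with the DRG level as a covariate (smallest adjusted p 0.0219). The same held with the L3-DRG and L4-DRG arrays of a number as correlated (0.0100, at a fitted correlation of −0.23). It also held with the study's unpaired test without moderation, where the two-sided p was adjusted (0.00356). The count was 0, over all miRs and among the 9, with MammU6 alone (0.486), snoRNA135 alone (0.544), U87 alone (0.113), snoRNA135 with U87 (0.194), the mean of all miRs as reference (0.140), a Ct of at most 35 (0.978) or 32 (0.475), the mean of the 2 Sham arrays of a level (0.630), all 12 arrays in one fit (0.231), the replicate block (0.0707), the variance trend (0.995) and the exact permutation test per miR (1), where the figure in parentheses is the smallest adjusted p. The 2 Ct limits removed miR-325 itself, and in the permutation test only the 2 miRs whose groups do not overlap reached its smallest two-sided p of 0.0286, too few to pass the adjustment over 154 miRs. For the rest the cause was not tested. The difference in miR-325 stayed between −1.56 and −1.37 across the 12 fits that each left out 1 array, and the count was from 0 to 0 in them. Adjusted over the list alone, the count among the 9 was 1.

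The number of miRs past the one-tailed threshold of 0.09, 16, became 9 with MammU6 alone (3 higher, 6 lower), 5 with the mean of the 2 Sham arrays of a level (3 higher, 2 lower), 9 with all 12 arrays in one fit (7 higher, 2 lower) and 34 with the replicate block (25 higher, 9 lower). In the latter, 16 miRs were shared and 18 were added. The number among the 9 became 4, 3 and 4 in the first 3 of these and stayed at 7 with the block. The mean of the 2 Sham arrays and the fit of all 12 arrays leave the shift between replicate numbers in the spread. The Sham array of the same number and the block take it out. How far this accounts for the counts was not tested, nor was the cause with MammU6 alone. The count was 11 with snoRNA135 alone, 22 with U87 alone, 18 with snoRNA135 and U87, 14 with the mean of all miRs, 14 with a Ct of at most 35 or 32, 24 with the DRG level as a covariate or with correlated arrays, 17 with the study's own test or the exact permutation test, and 16 with the variance trend. It ranged from 7 to 27 across the 12 fits that each left out 1 array, at 7 without L4-DRG Sural-SNI replicate 1, 8 without L4-DRG Sham replicate 1 and 27 without L3-DRG Tibial-SNI replicate 2. The number among the 9 ranged from 5 to 8 in these fits, and the cause of the changes was not tested. MiR-130a was no longer past the threshold without L3-DRG Sham replicate 1, where its difference was −0.42. Leaving out a Sham array also leaves out the 2 fold changes taken against it.

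The median difference of all miRs between Tibial-SNI and Sural-SNI was 0.10, and −0.05 with MammU6 alone. Against Sham it was 0.15 in Sural-SNI and 0.23 in Tibial-SNI, and close to 0 in both with the mean of all miRs as reference, which by its construction removes such a shift. Changes of single miRs of this size depend on the reference.

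Against Sham no alternative on the 12 arrays gave a miR with an adjusted p under 0.05 in either group, nor did any fit that left out 1 array. The one-sample test against 0 gave 1 in Sural-SNI and 1 in Tibial-SNI, and the cause was not tested. At an unadjusted p under 0.05 the replicate block gave 10 and 15 miRs, in place of 0 and 1. The interaction with the DRG level gave 0 miRs under every alternative (smallest adjusted p from 0.530 to 0.999), with 1 at an unadjusted p under 0.05 and 3 with the block. It was not fitted with arrays left out, which would leave 1 array in a group and level. Among the 9 miRs the replicate block changed the calls of miR-335-5p and miR-1, and that of miR-325 after adjustment.

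The number of miRs detected in all 12 arrays, 154, became 134 with a Ct of at most 35 and 87 with at most 32, as stricter limits must. With no filter the same 154 miRs result, since the table holds no miR that is missing in an array, so that alternative gives no value of its own. The correlation across miRs between the changes of the 2 SNI groups against Sham, 0.46, lay inside the range simulated without any effect. With a Ct of at most 32 it was 0.12, below the simulated range of 0.21 to 0.71, and the cause was not tested. It ranged from 0.30 to 0.60 across the fits that left out 1 array.

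Among the miRs fitted singly, the direction between Tibial-SNI and Sural-SNI changed only with an array left out, for miR-338-3p (from −1.54 to 0.035) and for the mouse assay of miR-1 (from −0.14 to 0.94), both without L4-DRG Sham replicate 1. With an array left out the direction also changed for miR-486, the only miR of the red blood cell list in the table (from −0.53 to 0.20). In Sural-SNI against Sham it changed for miR-193b with snoRNA135 alone (−0.030), the mean of all miRs (−0.11) and an array left out (from −0.14 to 0.20). It changed for miR-191 with snoRNA135 alone (−0.040), snoRNA135 and U87 (−0.00325), the mean of all miRs (−0.12) and an array left out (from −0.28 to 0.34), and with an array left out for miR-145 (from −0.83 to 0.28), miR-143 (from −0.61 to 0.070) and miR-335-5p (from −0.49 to 0.019). In Tibial-SNI against Sham it changed for miR-130a with MammU6 alone (−0.035), the mean of all miRs (−0.18) and an array left out (from −0.73 to 1.14), and with an array left out for miR-335-5p (lowest −0.036) and miR-1 (from −0.31 to 1.01). The arrays at these ends were, in Sural-SNI, L3-DRG Sham replicate 2 for miR-193b, L4-DRG Sham replicate 2 for miR-191 and miR-335-5p, L4-DRG Sural-SNI replicate 1 for miR-145 and L3-DRG Sural-SNI replicate 1 for miR-143. In Tibial-SNI they were L3-DRG Tibial-SNI replicate 2 for miR-130a and miR-335-5p and L4-DRG Tibial-SNI replicate 1 for miR-1. Against Sham the fits that leave out 1 array hold no replicate block, so the shift between replicate numbers also enters the mean. How much of each change comes from this, or from another cause, was not tested. Of the other values of single miRs between Tibial-SNI and Sural-SNI, 232 kept their direction and their side of the one-tailed threshold, 52 no longer passed it and 14 newly did. Against Sham, where the adjusted p was judged in place of the one-tailed p, 138 values in Sural-SNI and 153 in Tibial-SNI kept their direction and an adjusted p of 0.05 or more, and 1 in Sural-SNI (miR-325 in the one-sample test) had one under 0.05.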

Differences from the paper's values

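No test was chosen for this part after its result was seen. The paper's number of miRs that differ between Tibial-SNI and Sural-SNI is 9, and 16 passed the same one-tailed threshold here. With MammU6 alone as the reference and with all 12 arrays in one fit the count was 9, and with snoRNA135 alone it was 11. These are not the paper's miRs throughout, since 4 of its 9 were called in each of the first 2 of these fits and 6 with snoRNA135 alone. Of the 12 fits that each left out 1 array, 5 gave a count within 1.5 times the paper's, from 7 to 13. None of the other alternatives set before the data were examined closed the gap. By the paper's own P values in Supplement 1, 17 assays lie under 0.09, besides the pooled entry of miR-1 (P of 0.05). The study's own one-tailed unpaired test gave 17 miRs here. The paper also points to further miRs in Supplement 1 with a higher level in Tibial-SNI, and says that those followed by qPCR were chosen for their predicted targets.

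The paper's one-tailed P of miR-133b is 0.0199, and the one-tailed p in limma was 0.00957. With the study's own test it was 0.0198, with the DRG level as a covariate 0.0144, with the replicate block 0.0156 and with the exact permutation test 0.0286, and the other alternatives set before the data were examined did not close the gap, apart from fits with an array left out, which ran from 0.00356 to 0.0398. The paper's P of miR-193b is 0.0322, against 0.121 here. With the study's own test it was 0.0322 and with the exact permutation test 0.0429, and no other alternative came within 1.5 times the paper's value. MiR-193b was past the threshold of 0.09 under these tests, and also without L3-DRG Sural-SNI replicate 2 (0.0891) and without L3-DRG Sham replicate 2 (0.0882). The paper's P of miR-1 is 0.05, against 0.0848 here. With both assays pooled as 8 values, as Supplement 1 does, it was 0.0499. It was also within 1.5 times the paper's value with snoRNA135 alone (0.0526), U87 alone (0.0699), snoRNA135 and U87 (0.0579), a Ct of at most 32 (0.0576), correlated L3-DRG and L4-DRG arrays (0.0696), the rat assay alone (0.0739) and with 4 of the 12 arrays left out in turn, and not with the other alternatives.

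The paper's mean log2(fold change) of miR-667 in Sural-SNI is −0.2295 with an SD of 2.844, and the recomputed mean was 0.064. With snoRNA135 alone as the reference it was −0.01 and with the mean of all miRs −0.09, which have the sign of the paper's value. The other alternatives set before the data were examined left the sign apart. The deposited fold changes as input, chosen after the values had been seen, gave −0.23.

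The paper lists miR-335-5p among the miRs that differ, and its one-tailed p in limma was 0.0957. It passed the threshold of 0.09 with U87 alone (0.0630), snoRNA135 and U87 (0.0799), the DRG level as a covariate (0.0611), the replicate block (0.0794), correlated L3-DRG and L4-DRG arrays (0.0726) and the study's own test (0.0885), and in 4 of the 12 fits that each left out 1 array. The paper gives upper limits of the Ct values in the legend of Fig. 3, and the highest Ct of miR-133b, 30.95, and of miR-145, 28.28, lie above its limits. The paper counts miR-143 among the miRs whose sequence is the same in the 3 species, and in Supplement 2 its rat sequence is longer than the mouse and human one, which leaves 4 of the 7 with the same sequence.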

Other observations

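Most tests in this part were chosen only after the results were seen. The exceptions are the counts over other splits of the arrays, the interaction of group and DRG level and the leaving out of arrays.

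The arrays of replicate 1 and replicate 2 differ far more than the groups do. Over the 154 miRs the Ct was 2.15 cycles later in replicate 1 on average, and it was later in 148 of them, with shifts per miR from −2.67 to 6.29. A smaller amount of RNA on the arrays of replicate 1 would delay all assays alike, but MammU6 came earlier there, with a shift of −0.86 cycles, while snoRNA135 came 3.94 and U87 1.52 cycles later, so an amount of RNA alone is argued against. The shift per miR was shared by Sham, Sural-SNI and Tibial-SNI, with a correlation across miRs between groups from 0.835 to 0.872. Since the groups hold different rats, differences between single rats would not give this. Processing shared by the arrays of a replicate number is consistent with this value of 0.835. The paper names no batch, and what was shared stays open.

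Other splits of the 8 SNI arrays into 4 and 4 were counted for each result, 35 splits in all with the real one. In 3 of the 35 splits at least 1 miR had an adjusted p under 0.05. These were the real split (1 miR), the split by DRG level (10 miRs) and the split by replicate number (2 miRs), and the latter splits follow differences between the arrays that are not between the groups. In 29 of the 35 at least 16 miRs passed the one-tailed threshold, with counts from 7 to 66, of which 66 came with the split by DRG level and 34 with that by replicate number. Fitted within the blocks of level and number, the real split gave 34 and 0. The 27 splits that put both arrays of at least 1 pair on one side carry such differences into the comparison, with 19 to 66 miRs past the threshold, and so do not show what chance gives. Among the 8 splits that part all 4 pairs as the real one does, only the real split had an adjusted call, and 2, the real one included, had at least 16 miRs past the threshold, with counts from 7 to 24. With only 8 such splits, chance is neither shown nor excluded for either number. For Sural-SNI and Sham, and likewise for Tibial-SNI and Sham, 35 of the 35 splits had at least the 0 miRs of the real one after adjustment, as any split must, so these counts say nothing about chance. There the split by replicate number gave 57 and 65 miRs with an adjusted p under 0.05, and the blocked fits of the real split gave 0 and 0.

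The 16 miRs past the one-tailed threshold are 10.4% of the 154, fewer than the 18% that evenly spread p-values give. Taking the fold changes of both SNI groups against the same Sham array ties the values of a pair together, and the unpaired test counts their shared part as spread. In simulated data with the arrays' own spread, 8.51% of unchanged miRs passed the threshold without the block. This is consistent with the pairing as a cause of the low share.

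The paper compares the DRG levels by qPCR, and the arrays give their own values for L3-DRG and L4-DRG. The difference between Tibial-SNI and Sural-SNI in the pair of replicate 1 and in that of replicate 2 was 1.50 and 0.48 in L3-DRG and 3.64 and 0.80 in L4-DRG for miR-133b, and 1.41 and 1.19 in L3-DRG and 1.28 and −0.41 in L4-DRG for miR-145. In the same order it was 0.74, −0.15, 0.42 and 0.25 for miR-193b, 1.92, 1.43, 1.21 and −0.26 for miR-143, 0.047, 0.96, −0.19 and 1.16 for miR-335-5p, 0.82, −0.35, 1.07 and 0.60 for miR-191, and 0.87, −0.25, 3.43 and −0.043 for miR-1. The 2 pairs of a level had opposite signs in L4-DRG for 4 of these 7 miRs and in L3-DRG for 3. In limma the interaction of group and level gave no miR with an adjusted p under 0.05 (1 at an unadjusted p under 0.05), so none of these is shown to differ between the levels.

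The changes of the 2 SNI groups against Sham were correlated across miRs, with r = 0.46 and Spearman's rho = 0.40, and miRs are not independent replicates. Both changes share the Sham arrays. Simulated groups without any change, set against the same Sham arrays, gave r of 0.50 on average (95% of 1000 draws from 0.26 to 0.70) and rho of 0.46 (0.31 to 0.61), so the observed values are no larger than the sharing alone gives.

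MiRs known from cell types other than neurons were examined as sets, against random sets of miRs of similar Ct. The 4 assays of skeletal muscle in the table (miR-1 by the rat and the mouse assay, miR-133a and miR-133b, with miR-206 not in it) had a median difference between Tibial-SNI and Sural-SNI of 1.23, above 100% of the random sets. The study picked 3 of the 4 on these arrays, which makes the set no independent test, and miR-133a, which it did not pick, differed by 1.04. These values rest largely on a single array. Without L4-DRG Tibial-SNI replicate 1 the median of the set was 0.37 and the difference in miR-133a 0.32, and without L4-DRG Sham replicate 1 they were 0.41 and 0.30. All 4 were detected in every Sham array. Over the 12 arrays miR-133a had the lowest mean Ct of them, at 24.1. Whether their signal in the Sham arrays comes from DRG cells or from other tissue in the dissected samples was not tested. The 2 miRs of vascular smooth muscle, miR-143 and miR-145, had a median of 0.97 (percentile 99.3), and both were picked by the study. The 2 of endothelium, miR-126-3p and miR-126-5p, had a median of 0.40 (percentile 84.3), the 4 of 5 listed miRs of leukocytes that are in the table 0.13 (percentile 56.3, single miRs from −0.51 to 0.32), the 1 of 3 of red blood cells, miR-486, −0.14 (percentile 25.45), and the 2 of 4 of sensory neurons, miR-182 and miR-183, 0.06 (percentile 39.5). None of the last 4 sets was picked by the study, all were detected in every Sham array, and none stands apart from random sets. With an array left out the median of smooth muscle stayed between 0.74 and 1.41. That of endothelium fell to 0.22 and that of leukocytes was −0.22 without L3-DRG Tibial-SNI replicate 1, that of red blood cells ran from −0.53 without L4-DRG Tibial-SNI replicate 1 to 0.20 without L4-DRG Sural-SNI replicate 1, and that of sensory neurons from −0.16 without L4-DRG Sural-SNI replicate 2 to 0.23 without L3-DRG Sural-SNI replicate 2. With lists this short, more vessels, blood cells, leukocytes or another share of neurons are not excluded. A candidate explanation for part of the differences is muscle or smooth muscle tissue in the Tibial-SNI samples. It cannot be told apart from a change of these miRs within DRG cells, since the lists and the miRs of the study overlap.

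In L4-DRG Tibial-SNI replicate 1 the log2(fold change) was 3.91 and 1.37 for the rat and the mouse assay of miR-1, 2.73 for miR-133a and 2.38 for miR-133b. The values of the other Tibial-SNI arrays lay between −0.65 and 0.80 for these assays. As a set the 4 assays stood further above the group mean in this array than 100% of random sets, which were drawn after this array had been seen. The array as a whole also spread more widely, with an SD over miRs of 1.01 around the group mean against at most 0.86 in the other Tibial-SNI arrays, and 1 other miR stood further above its group mean. Muscle tissue in this sample, a less precise array and a change in this DRG cannot be told apart with 1 array.

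The 4 Sural-SNI values of miR-325 had an SD of 0.03, the smallest of the 308 SDs of a miR in an SNI group, where the median was 0.59. In simulations from the fitted distribution of the variances, the smallest of 308 SDs was as small in 6.42% of draws, so chance may account for it. The call of miR-325 with an adjusted p under 0.05 rests in part on this small spread, since limma draws it only partly toward the others. MiR-325 also had the fifth highest mean Ct of all miRs.

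MiRs whose genes lie within 10000 bases of each other on the rat genome (GRCr8) may come from a shared transcript and then change together. There were 120 such pairs among 71 miRs, and their differences between Tibial-SNI and Sural-SNI were apart by 0.41 on average, against 0.46 for random pairs (permutation p = 0.117), which does not separate them. Among the pairs with a miR of Fig. 3A, miR-143 and miR-145 differed by 1.07 and 0.87, miR-191 and miR-425 by 0.54 and 0.51, miR-1 by the rat assay and miR-133a by 1.43 and 1.04, and miR-1 by the mouse assay and miR-133a by 0.57 and 1.04. These pairs were singled out after their values were seen.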
